# A G-quadruplex-binding compound shows potent activity in human gemcitabine-resistant pancreatic cancer cells

**DOI:** 10.1038/s41598-020-68944-w

**Published:** 2020-07-22

**Authors:** Ahmed Abdullah Ahmed, Chiara Marchetti, Stephan A. Ohnmacht, Stephen Neidle

**Keywords:** Cancer, Chemical biology, Drug discovery

## Abstract

Gemcitabine is a drug of choice in the treatment of human pancreatic cancer. Chemo-resistance to this drug is common and has been attributed to a variety of distinct mechanisms, involving > 100 genes. A recently developed small-molecule G-quadruplex ligand, the trisubstituted naphthalene diimide compound CM03, has previously been shown to have equivalent potency to gemcitabine in the pancreatic cancer cell line MIA PaCa-2. We report here on cell lines of increased resistance to gemcitabine that have been generated from this line, with the most resistant having 1,000-fold reduced sensitivity to gemcitabine. These resistant lines retain nM sensitivity to CM03. The molecular basis for the retention of potency by this G-quadruplex ligand has been examined using whole transcriptome data analysis with RNA-seq. This has revealed that the pattern of pathways down regulated by CM03 in the parental MIA PaCa-2 cell line is largely unaffected in the gemcitabine-resistant line. The analysis has also shown that the expression patterns of numerous genes involved in gemcitabine sensitivity are down regulated in the resistant line upon CM03 treatment. These results are supportive of the concept that G-quadruplex small molecules such as CM03 have potential for clinical use in the treatment of gemcitabine-resistant human pancreatic cancer.

## Introduction

Pancreatic cancer is among the 12 most common cancers in the UK and the USA, with 9,921 new cases in the UK in 2015^1^ and 57,600 estimated new cases in the USA in 2020^2^. 458,918 new cases were reported world-wide in 2018^3^. Pancreatic ductal adenocarcinoma (PDAC: ca 85% of cases), is the most common form, and is also one of the most intractable of cancers to treatment. It has a bleak prognosis that has barely changed in over 20 years, with < 5% of patients surviving for five years^4–7^.The standard chemotherapy for PDAC has been the nucleoside analogue gemcitabine (Fig. 1a), which produces a modest improvement in mean survival of, typically, 2–3 months^8–10^. Initial responses are almost invariably followed by the rapid onset of chemo-resistance^11–14^. This has been attributed to, for example, changes in nucleoside transporter expression^15^, or in gemcitabine metabolising enzymes such as cytidine deaminase^16,17^. The complexity of the underlying mechanisms of gemcitabine resistance in PDAC is increasingly apparent and over 100 genes and multiple pathways may be involved^18–24^.

**Figure 1:**
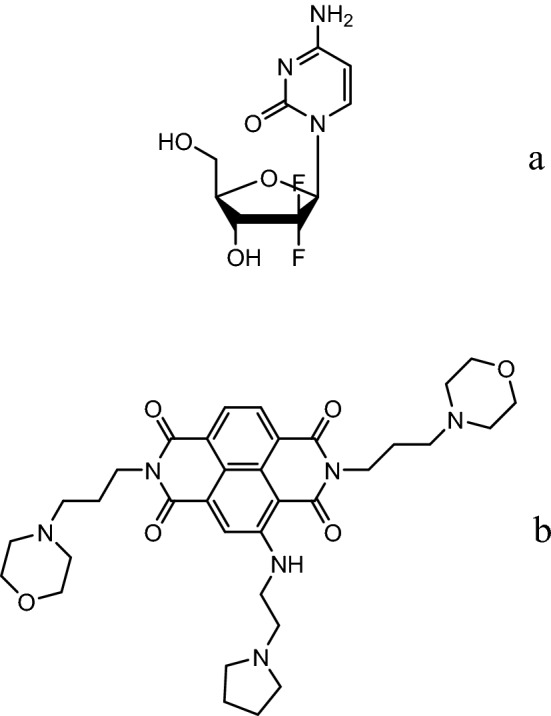
Structures of (**a**) gemcitabine, (**b**) CM03.

We have recently reported that several small-molecule naphthalene diimide derivatives^25,26^, notably the trisubstituted compound CM03^27^, are potent inhibitors of cancer cell growth, with CM03 (Fig. 1b) having a GI_50_ value of ca 11 nM in the PDAC cell lines PANC-1 and MIA PaCa-2. RNA-seq methodology has shown that CM03 targets a number of genes involved with PDAC initiation and progression in these cell lines, and also has significant anti-cancer activity in in vivo xenograft and genetic models for the disease. The mode of action of CM03 involves the stabilisation of genomic quadruplex DNA structures^28^ and as a consequence inhibits the expression of, in particular, those genes containing putative quadruplex-forming sequences (PQs) in their promoter regions^29–31^, and which have been identified as playing roles in PDAC^32–36^. By contrast, gemcitabine affects, in large part, a quite distinct set of genes, which are often not quadruplex-containing. It is also notable that CM03 shows in vivo anti-tumour activity^27^ in the KPC genetic mouse model, in which gemcitabine does not produce significant responses^37^. In the light of this evidence that CM03 and gemcitabine have distinct and orthogonal targets of action, we hypothesised that CM03 would show significant anti-proliferative activity in PDAC cell lines in which gemcitabine resistance has been generated. We report here the results of a study that addresses this concept. We have used the same approach as before^27^, examining data from RNA-seq analyses in order to be able to compare results with those from our previous study. We also discuss, in the light of the results presented here, the role that CM03 and related compounds could play in the clinic for the treatment of drug resistant PDAC.

## Results

### CM03 has sustained potent activity in gemcitabine-resistant pancreatic cancer cell lines

Gemcitabine-resistant (GemR) pancreatic cancer MIA PaCa-2 cell lines were generated for three different gemcitabine concentrations (0.25 µM, 1.0 µM and 3.0 µM), as described in the Methods section. The parental MIA PaCa-2 cells were designated as gemcitabine sensitive cells. The GemR cell lines were maintained at the three gemcitabine concentrations at which resistance was established. Prior to any experiment, gemcitabine was withdrawn from the culture medium for seven days. The resistant line at the highest gemcitabine concentration (3.0 µM), is the primary focus of the present study, and was designated as GemMIA-R3.

To investigate the potency of CM03 on gemcitabine resistant GemMIA-R3 cells, growth inhibition assays were performed using a SRB (sulforhodamine B)-based method with a treatment period of 96 h, as described previously^38^ and as modified for use with quadruplex-binding small-molecule compounds^39^. The dose–response curves for CM03 are closely similar in both parental MIA PaCa-2 and GemMIA-R3 cells (Fig. 2a), in contrast to the results for gemcitabine with the two cell lines. In the latter instance the curve for GemMIA-R3 cells is shifted far to the right, indicating increased gemcitabine resistance (Fig. 2b). Gemcitabine dosing resulted in an GI_50_ value of 7.2 ± 0.7 nM in the parental cell line (Table 1), whereas the GI_50_ values in the resistant cell lines increased in line with the acquired gemcitabine resistance level continuing to rise (GemMIA-R0.25 < GemMIA-R 1< GemMIA-R3). The CM03 GI_50_ values remained comparable in all three GemMIA resistant cell lines to that in the parental cell line. This indicates that the mechanism of gemcitabine resistance does not influence the effects of CM03 on cell viability and by implication, on its mechanism of action. We have also examined the ability of the quadruplex ligand CX-5461^32,40^ to reduce growth in these two cell lines, in order to ascertain whether this structurally very dissimilar compound retains activity in both cell lines. We find that it has reduced cell-growth inhibitory activity compared to CM03 but similarly retains its activity in the GemMIA-R3 line (Table 1). This pattern of responses to gemcitabine, CM03 and CX-5461 has also been observed in the PANC-1 PDAC parental cell line and a gemcitabine-resistant line derived in the same multiple passage manner as the MIA PaCa-2 derived GemMIA-R3 one (Table S1).

**Figure 2:**
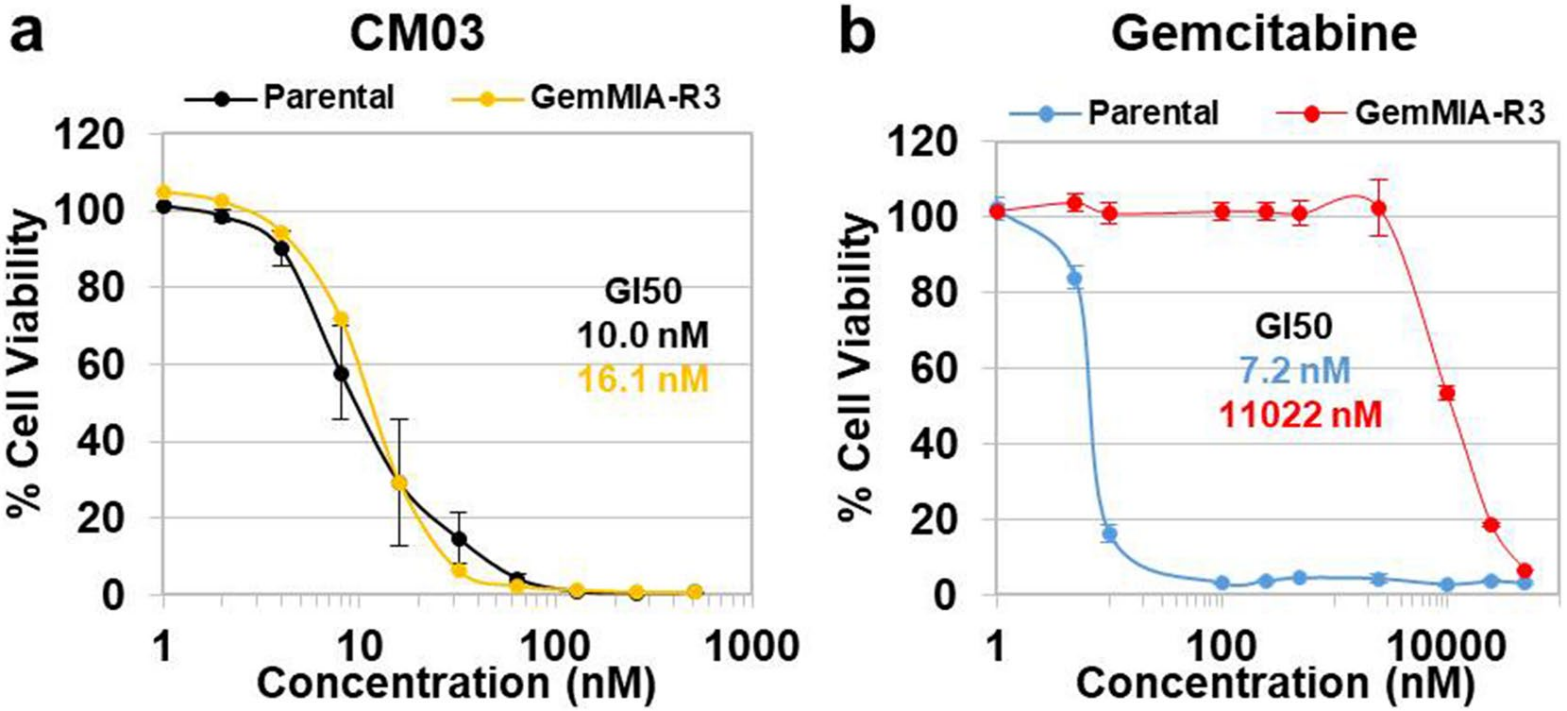
CM03 activity in parental and gemcitabine-resistant pancreatic cell lines. Dose–response curves of (**a**) CM03 and (**b**) gemcitabine in parental and gemcitabine resistant GemMIA-R3 cell lines. Cells of each cell line were seeded in triplicate in 96-well plate and incubated for 24 h. Then cells were treated with different concentrations of CM03 and gemcitabine for 96 h. After treatment, cells were fixed with 10% TCA and the cell viability was measured using the SRB assay. Data represent the mean ± SEM of at least three independent experiments.

**Table 1:** Cell growth inhibition data (GI_50_), in nM for parental and three gemcitabine-resistant MIA PaCa-2 cell lines.

Compound	Parental	GemMIA-R0.25	GemMIA-R1	GemMIA-R3
Gemcitabine	7.2 ± 0.7	2,404 ± 209	2,653 ± 121	11,022 ± 540
CM03	10.0 ± 2.8	9.7 ± 3.0	11.9 ± 3.5	11.2 ± 4.6
CX-5461	90.3 ± 30.7	–	–	88.7 ± 22.0

### The effect of gemcitabine resistance on CM03 mode of action

Since CM03 has equivalent potency in the parental MIA PaCa-2 and derived GemMIA-R3 cell lines (Table 1), it was hypothesised that the mode of action of CM03 as previously determined^27^ in the former would remain largely unaltered in GemMIA-R3 cells. In order to validate this hypothesis, a series of RNA-seq experiments were undertaken in order to profile transcriptome changes in the parental MIA PaCa-2 and GemMIA-R3 cell lines after 6 h and 24 h treatment with CM03.

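MIA PaCa-2 is an established human pancreatic carcinoma cell line, and CM03 is a small molecule that binds G-quadruplexes, stacked structures that guanine-rich DNA can fold into. RNA was sequenced from 18 libraries in 6 groups of 3. GemMIA-R3 cells received 400 nM CM03 or vehicle for 6 h or 24 h, and parental cells without CM03 were taken at the same times. The libraries of CM03-treated parental cells belong to an earlier study and were not analysed here, so line and study cannot be told apart wherever CM03 responses of the lines are compared. The values used are the authors' deposited tables of 5 comparisons, which give a log2 fold change and a false discovery rate (FDR) per gene. Counts per library were not used here, and the depth of each library is unknown. The authors trimmed the reads, aligned them to hg38 with STAR, marked duplicates by their molecular identifiers, counted reads with FeatureCounts and compared the groups with SARTools. The tables hold 14047 genes for GemMIA-R3 against parental cells, 13503 for CM03 in parental cells, and 12939 and 14237 for CM03 in GemMIA-R3 cells at 6 h and 24 h. Genes were called Down, Down strong, Up or Up strong at the thresholds of Table 2. The unadjusted p of each gene was recovered from its FDR by inverting the Benjamini-Hochberg adjustment, and its standard error is the log2 fold change divided by the normal quantile of that p. The median recovered standard error was 0.162 for GemMIA-R3 against parental cells, 0.0870 and 0.0877 for parental cells with CM03 at 6 h and 24 h, and 0.140 and 0.177 for GemMIA-R3 cells. By the header of its table, the comparison of GemMIA-R3 with parental cells was made at 24 h, and it shares its GemMIA-R3 control libraries with that of CM03 at 24 h. The paper's text does not say whether the libraries of a group came from separate cultures. The p-values of single genes therefore measure the spread between these samples, which may be technical. Fisher's exact tests here count genes, which are not independent replicates. Gene lists for pathways, stress responses and markers of other cell types were written before the data were examined.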

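Untreated GemMIA-R3 cells had lower levels of interferon-stimulated genes and higher levels of stress response genes than parental cells. Of 30 measured interferon-stimulated genes, 15 were Down and 1 was Up in the authors' deposited table, an odds ratio of 5.60 for Down against the other genes (adjusted p = 0.000161, two-sided Fisher's exact test). Adjusted over the list alone, 15 were Down. IFITM1 and IFITM3, which restrict the entry of viruses into cells, had log2 fold changes of -4.42 (FDR = 2.68e-22) and -4.40 (FDR = 2.29e-98) in the authors' deposited table. Of 29 genes of the integrated stress response and the unfolded protein response, 14 were Up and 1 was Down, with an odds ratio of 7.11 for Up (adjusted p = 3.71e-05, Fisher's exact test, and 14 Up when adjusted over the list alone). The largest changes among them in the authors' deposited table were 5.57 for NUPR1, a stress-induced regulator of transcription, 5.54 for VLDLR, a lipoprotein receptor, and 2.60 for SLC7A11, a cystine transporter. JUP, KRT8, DSP and KRT18, which encode junction and keratin proteins of epithelial cells, were Down at -4.96, -2.64, -2.55 and -2.42 in the same authors' deposited table. They were the Down genes among 14 measured epithelial markers, a share not told apart from that of other genes by Fisher's exact test (adjusted p = 0.473). By limma's cameraPR, on a signed z from the recovered p of each gene, the list lay lower (adjusted p = 8.34e-05).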

In the absence of CM03 treatment, comparing GemMIA-R3 vs parental cells revealed a significant change in the gem-resistant cell line. There are ca 2,138 genes down-regulated (Log_2_FC < − 0.5, FDR < 0.1) and about 1,640 genes upregulated (Log_2_FC > 0.5, FDR < 0.1) in gem-resistant cells relative to the gem-sensitive parental line (Table 2). Such a broad difference in gene expression could change those genes targeted by CM03 and perhaps the mode of action as well.

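The genes past these thresholds were 15.2% Down and 11.7% Up of all genes in the authors' deposited table, and 44.8% of the genes had an FDR under 0.1. The lowest values in the authors' deposited table were -11.49 for ZNF488, a zinc finger regulator of transcription, -10.99 for ANO1, a calcium-activated chloride channel, and -10.96 for EMC10, a subunit of a membrane protein insertion complex. Each had a recovered standard error of 1.19, and without counts it could not be seen whether these genes are silent in GemMIA-R3 cells. SC5D, a late enzyme of cholesterol synthesis, stood at -9.93 in the authors' deposited table. At the other end, ELAVL2, an RNA-binding protein of neurons, stood at 10.53 and MSR1, a scavenger receptor of macrophages, at 8.89 in that authors' deposited table. SPARC and SNAI2, markers of mesenchymal cells, were Up at 8.52 and 5.14 in the authors' deposited table, as 2 of 5 Up genes among 15 mesenchymal markers (adjusted p = 0.100, Fisher's exact test). Of 6 measured fibroblast markers, 3 were Up (PDGFRB, COL3A1 and COL1A2) and 1 was Down (adjusted p = 0.101 by Fisher's exact test and 0.0139 by cameraPR, direction up).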

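Genes of several signalling pathways were already lower in untreated GemMIA-R3 cells than in parental cells. In the authors' deposited table, 40 of 152 measured genes of insulin, AMPK and ErbB signalling were Down (odds ratio 2.01, adjusted p = 0.00341, Fisher's exact test), as were 34 of 121 genes of axon guidance (2.20, 0.00285), 36 of 139 of Rap1 signalling (1.96, 0.00879) and 24 of 90 of Wnt signalling (2.04, 0.0276). Adjusted over each list alone, the counts were 40, 35, 38 and 24. By cameraPR the adjusted p was 0.0205 for Wnt signalling, 0.0896 for insulin, AMPK and ErbB signalling, 0.710 for axon guidance and 0.924 for Rap1 signalling. The axon guidance genes went both ways in the authors' deposited table: NFATC2, a calcium-regulated transcription factor, stood at -8.49 and ABLIM3, an actin-binding protein, at -7.77, while the small GTPase RAC2 stood at 7.65 and the hedgehog co-receptor BOC at 7.13. Of the 65 ZNF genes on chromosome 19 that were Down strong in GemMIA-R3 cells, 64 have a value in the authors' deposited table for CM03 in parental cells at 24 h and 33 in that for GemMIA-R3 cells, so the CM03 response of the others could not be compared.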

**Table 2:** A summary list of differentially expressed genes (DEGs) in parental and gemcitabine-resistant GemMIA-R3 cells with and without CM03 treatment.

Cell lines	Compound/time	Down	Down strong	Up	Up strong
GemMIA-R3 vs Parental	–	2,138	984	1,640	774
Parental MIA PaCa-2	CM03_6h	2,203	617	2,219	861
	CM03_24h	2,272	770	2,495	1,054
GemMIA-R3	CM03_6h	939	248	647	212
	CM03_24h	2,694	1,187	2,892	1,383

Data from RNA-seq analysis on total RNA extracted from parental and GemMIA-R3 cell lines treated with 400 nM CM03 for 6 h and 24 h, in terms of numbers of DEGs. 

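At 24 h the lowest values with CM03 included transporters, and SLC19A1, the carrier that brings folates into cells, was among the 8 lowest genes of both lines. Its log2 fold change in the authors' deposited tables was -3.95 (FDR = 9.64e-117) in parental cells and -5.21 (FDR = 5.00e-142) in GemMIA-R3 cells, where only 0.0140% of genes ranked lower. SLC12A7, a potassium-chloride transporter, stood at -6.19 in GemMIA-R3 cells in the authors' deposited table, with a recovered standard error of 1.44. The highest genes included EPPK1, a cytoskeletal linker protein of epithelia, at 6.73 in parental and 7.49 in GemMIA-R3 cells by the authors' deposited tables. TEX14, a protein of germ cell bridges, stood at 7.73, and ADM, the vasodilator peptide adrenomedullin, at 7.43 in the authors' deposited table for GemMIA-R3 cells. At 6 h in GemMIA-R3 cells the authors' deposited table has BSN, a presynaptic scaffold protein, at -2.85 and FAM83C, of a family of kinase-anchoring proteins, at 6.36. In parental cells the authors' deposited table for 6 h has TFPI2, an inhibitor of serine proteases, at -3.90 and TRIM72, a membrane repair protein, at 8.59. The thresholds of Table 2 applied to the log2 fold changes and FDRs gave 985 Down strong and 775 Up strong genes for GemMIA-R3 against parental cells, and 1190 and 1386 for CM03 in GemMIA-R3 cells at 24 h, while the subset columns of the authors' deposited table mark 984, 774, 1187 and 1383.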

The DEGs are divided into four subsets: 1. Down Strong = Log_2_FC ≤ − 1 and FDR < 0.05; 2. Down = Log_2_FC < − 0.5 and FDR < 0.1; 3. Strong Up = Log_2_FC ≥ 1 and FDR < 0.05; 4. Up = Log_2_FC > 0.5 and FDR < 0.1.

The number of differentially expressed genes (DEGs) increased in both cell lines with duration of CM03 treatment although the numbers themselves varied (Table 2 and Fig. 3). 

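In GemMIA-R3 cells CM03 deepened the changes of the same genes from 6 h to 24 h. Of the 719 genes Down at both times, 619 (86.1%) were lower at 24 h by the authors' deposited tables, with a median of -0.80 at 6 h and -1.32 at 24 h. The slope of the 24 h on the 6 h changes was 2.11 (Pearson's r = 0.674 across 12930 genes, which are not independent replicates). TERT, the catalytic subunit of telomerase, went from -1.38 to -4.21 in the authors' deposited tables for GemMIA-R3 cells, and BCL2, an inhibitor of apoptosis, from -0.91 to -1.82. Parental cells had already changed widely at 6 h. Of the 1006 genes Down at both times in parental cells, 560 (55.7%) were lower at 24 h, with medians of -0.89 and -0.97 from the authors' deposited tables, and the slope was 1.13 (r = 0.603 across the 13503 genes of those tables). TERT stood at -1.66 and -2.47 in the authors' deposited tables for parental cells. ATF3, a stress-induced transcription factor, was Up at both times in both lines, at 1.37 and 2.11 in parental and 0.77 and 3.29 in GemMIA-R3 cells by the authors' deposited tables.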

The parental cell line was found to have a greater number of DEGs at 6 h than the GemMIA-R3 cell line while at 24 h this trend was reversed. This indicates a change in the response to more prolonged CM03 treatment, suggesting that it acts faster in parental gemcitabine-sensitive cells than in GemMIA-R3 ones.

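At 6 h, immediate early genes, which respond to stimuli without new protein synthesis, were Up in parental cells at 12 of 30 measured members in the authors' deposited table (odds ratio 3.40, adjusted p = 0.0122, Fisher's exact test; 12 when adjusted over the list alone). In GemMIA-R3 cells at 6 h, 4 of 29 were Up in the authors' deposited table (adjusted p = 0.182). FOSB and FOS, subunits of the AP-1 transcription factor, stood at 2.45 and 1.91 in parental cells in the authors' deposited table. Cell cycle and mitosis genes moved up by cameraPR at 6 h in both lines (adjusted p = 0.000733 in parental and 0.0205 in GemMIA-R3 cells), though 15 and 3 of 60 were Up and did not pass (adjusted p of 0.236 and 1.00, Fisher's exact test), with CCNE2, a cyclin of S phase entry, at 1.72 and CDC25A, a phosphatase that activates cyclin-dependent kinases, at 1.29 in parental cells in the authors' deposited table. At 24 h none of the 60 cell cycle genes was Up in parental cells, 14 were Down, and the cameraPR direction was down (adjusted p = 0.00398), as in GemMIA-R3 cells (0.0104). Among immune cell markers, measured as a check for other cell types, 4 of 6 were Up in parental cells at 6 h (adjusted p = 0.0418) and 5 of 6 at 24 h (0.00848, Fisher's exact test), which cameraPR did not pass (0.135 and 0.252), including CD74 at 6.46 and 2.46 in the authors' deposited tables. Over the genes measured in both lines, 3434 passed a log2 fold change of 0.5 in size at 6 h in parental cells and 1943 in GemMIA-R3 cells irrespective of the FDR, against 3929 and 5217 at 24 h, so the order of the lines did not come from the FDR alone.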

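The changes at 6 h were smaller in GemMIA-R3 cells for most of the genes that fell in both lines. Of 637 genes Down in both, 233 (36.6%) were lower in GemMIA-R3 cells, with medians of -0.94 in parental and -0.80 in GemMIA-R3 cells from the authors' deposited tables. The slope of the GemMIA-R3 on the parental changes was 0.716 at 6 h. Testing each gene's difference between the lines with the recovered standard errors, 72 of these genes were higher and 9 lower in GemMIA-R3 cells (two-sided normal test with Benjamini-Hochberg adjustment, adjusted p under 0.05). Among all tested genes, not only those Down in both lines, CCNE2, which was Up in parental cells, differed by -1.28 on the log2 scale. CDK1, the kinase that drives entry into mitosis, differed by -0.83, and both had lower values in GemMIA-R3 cells. The nuclear factor NFIC differed by 1.01 and the developmental transcription factor TFAP2A by 0.88, both higher. These line differences include any difference between the studies that the parental and the GemMIA-R3 libraries come from. From the number of differentially expressed genes at each time, the paper proposes that CM03 acts faster in the parental cells.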

**Figure 3:**
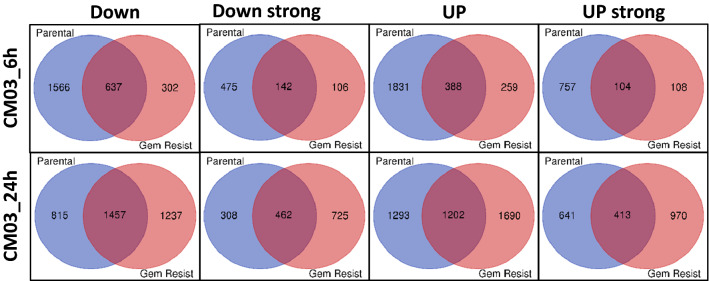
Venn diagrams comparing common DEGs between parental and gemcitabine resistant cell lines at 6 h and 24 h. The results of RNA-seq analysis on total RNA extracted from parental and GemMIA-R3 µM cell lines being treated with 400 nM CM03 for 6 h and 24 h, in terms of numbers of differentially expressed genes (DEGs). The DEGs are divided into four subsets: 1. Down Strong = Log_2_FC ≤ − 1 and FDR < 0.05; 2. Down = Log_2_FC < − 0.5 and FDR < 0.1; 3. Strong Up = Log_2_FC ≥ 1 and FDR < 0.05; 4. Up = Log_2_FC > 0.5 and FDR < 0.1.

Venn diagrams have been used to illustrate the number of genes with changes in expression that are in common between the two cell lines at 6 h and 24 h. Four different subsets of gene expression responses have been used (“down”, “down strong”, “up” and “up strong”). The definitions of these limits are given in the figure legend (Fig. 3). 

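At 6 h, 31.2% of the genes Down in either line were Down in both, 637 genes where 142 would be shared by independent lists of the same length among 10941 genes measured in both. Among them PRDM16 and ZFPM1, regulators of cell fate, were Down strong in both lines, as was FAM20C, a kinase of secreted proteins. PRDM16 stood at -2.73 in parental and -2.45 in GemMIA-R3 cells, and ZFPM1 at -2.60 and -2.38, in the authors' deposited tables. The shared share was 26.6% for Down strong genes (142 shared, 9.08 for independent lists), 23.4% for Up genes (388 and 68.1) and 20.9% for Up strong genes (104 and 5.45). The one-sided Fisher's exact p was 2.84e-148, 2.69e-255 and 4.80e-124, with genes counted as independent, which they are not. ITGAM, an integrin subunit of leukocytes, and CLDN6, a tight junction protein, were Up strong in both lines, at 6.45 and 4.65 in parental and 5.07 and 6.27 in GemMIA-R3 cells by the authors' deposited tables. Genes without a value under the same symbol in the other line's table were left out, 375 parental and 90 GemMIA-R3 Down genes at 6 h; with older symbols replaced by current ones, which was chosen after the data were seen, 290 and 52 were left out and 31.1% of Down genes were shared. With the genes left out under their own symbols counted as not shared, the shares were 25.4%, 19.6%, 15.7% and 10.7%.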

Overall, ca 30–65% of the altered genes are in common between the sensitive and resistant cell lines with CM03 treatment (Fig. 3). 

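At 24 h, the lines shared 48.9% of the genes Down in either, 1457 genes where 430 would be shared by independent lists among 11328 genes measured in both. The shares were 37.2% for Down strong (463 shared, 60.3 for independent lists), 43.6% for Up (1202 and 346) and 35.4% for Up strong genes (413 and 54.7). ENHO, a secreted peptide of energy metabolism, SSTR5, a somatostatin receptor, and RASGEF1C, an exchange factor of small GTPases, were Down strong in both lines, at -4.92, -3.19 and -2.96 in parental and -3.31, -5.17 and -4.69 in GemMIA-R3 cells by the authors' deposited tables. PDE6G, a subunit of the phosphodiesterase of photoreceptors, TF, the iron carrier transferrin, and THY1, a surface glycoprotein, were Up strong in both. Their values in the authors' deposited tables were 6.95, 6.61 and 6.18 in parental and 6.47, 6.36 and 5.63 in GemMIA-R3 cells. Of the genes called in either line at 24 h, 91.7% had the same sign in both, and 89.7% did at 6 h.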

The expression profile of the GemMIA-R3 cells has undergone some change compared to the parental cells, which has resulted in an increase with respect to time of the down regulated (and also the up-regulated) genes common to the two cell lines. There are also increases in the numbers of genes that are not common to the two lines, based on their expression levels. For example, at 24 h 308 genes are highly down-regulated only in parental cells while 725 genes (among them some new CM03 targets) are highly down-regulated in GemMIA-R3 cells (Fig. 3).

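Most genes called in a single line moved the same way in the other. Of 603 measured genes Down strong in GemMIA-R3 cells alone at 24 h, 579 (96.0%) had a negative log2 fold change in parental cells and 424 passed the lower Down limit there. Of 436 genes Up strong in GemMIA-R3 cells alone, 392 (89.9%) were above 0 in parental cells and 271 passed the Up limit. At 6 h the genes Down strong in parental cells alone numbered 318, of which 289 (90.9%) were below 0 in GemMIA-R3 cells and 122 were Down. APC2, a regulator of Wnt signalling, and PRR5, a subunit of mTOR complex 2, were Down in both lines at 24 h, and lowest in GemMIA-R3 cells, at -3.17 and -5.38 in the authors' deposited table. Genes called in opposite directions were few: 36 at 24 h and 6 at 6 h. By the test of the difference itself, 325 of the genes Down in both lines at 24 h were lower in GemMIA-R3 cells and 14 were higher (adjusted p under 0.05).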

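Among genes with a value in both lines at 24 h, 178 were Down strong in parental cells alone. Of these, 149 (83.7%) were below 0 in GemMIA-R3 cells and 66 were Down there at the lower limit, with a median log2 fold change of -0.69 from the authors' deposited table. A further 129 Down strong genes of parental cells and 124 of GemMIA-R3 cells have no value under the same symbol in the other line's table, which brings the counts to 307 and 727. With older symbols replaced by current ones, chosen after the data were seen, 102 and 80 have none. TGFB1, a growth factor of the TGF-β family, and FSCN1, an actin-bundling protein of migrating cells, rose with CM03 in parental cells alone and differed between the lines at 24 h by -1.91 and -1.76 on the log2 scale (adjusted p of 2.29e-45 and 1.47e-33). NEDD4L, a ubiquitin ligase, and HDAC9, a histone deacetylase, differed the other way, by 1.22 and 1.15 (adjusted p of 3.17e-22 and 3.30e-17). Across the tested genes at 24 h, 1147 were lower and 831 higher in GemMIA-R3 cells.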

To confirm the changes in CM03 targets between the parental and resistant cell lines, RT-qPCR was performed on a small set of previously-identified CM03 genes found to be down-regulated in the parental cell line, all of which contain PQs (Table 3)^27^. Cells were treated with 400 nM CM03 for 6 h and 24 h, i.e. using the same conditions as in the RNA-seq experiments. In general, the expression pattern for this panel of genes is strikingly similar for both parental and GemMIA-R3 cell lines, although the level of down-regulated expression is consistently greater in the GemMIA-R3 line, with most changes having **P < 0.01, using Student’s t-test. Notably, several genes highlighted in Fig. 4 such as *MAPK11*, *TP73* and *BCL-2* had expression changes which are not statistically significant or *P < 0.05 in parental cells yet were more significantly down-regulated in GemMIA-R3 cells. It is notable that the sole gene that is not down regulated in either cell line, *KRAS*, has the lowest number of PQs (Table 3).

**Table 3:** Number of PQs in the genes analysed in the RT-PCR study (Fig. 4).

Gene	No. of PQs
*CBFA2T3*	100
*ZNF469*	14
*TIGD5*	12
*AATK*	58
*PIGQ*	20
*BRSK2*	105
*KRAS*	6
*MAPK11*	24
*TP73*	96
*BCL-2*	21

PQ numbers were taken from the previous study on CM03^27^.

**Figure 4:**
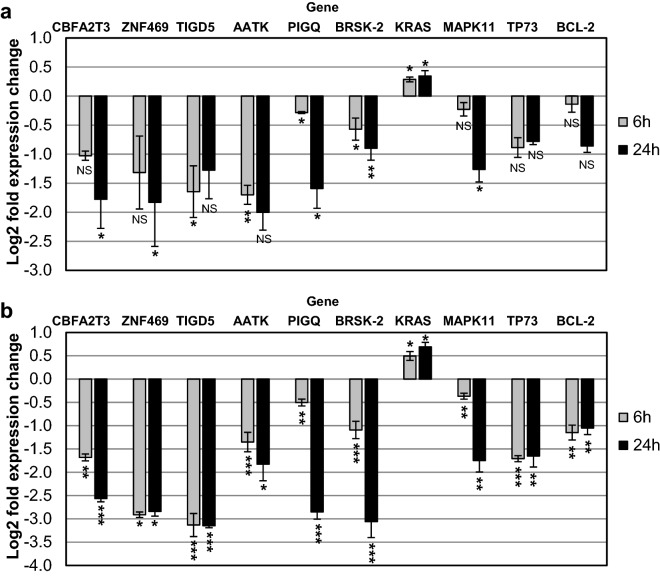
Variation in expression level of CM03 targeted genes in parental and gemcitabine resistant cell lines. (a) Parental and (b) GemMIA-R3 MIA PaCa-2 cell lines were treated with 400 nM CM03. RT-qPCR was performed for a subset of down-regulated genes, selected from RNA-seq experiments, shown above. The normalization of Ct values was done to the geometric mean of three housekeeping genes (*ACTB*, *GAPDH*, and *TUBB*), and the relative gene expression was determined using the Livak method, 2^−ΔΔCt^ . The log_2_FC for each gene is shown relative to control (vehicle PBS). Student’s t test was performed to determine the statistical significance of the observed changes, which are the mean of, in each case, at least three independent experiments, *P < 0.05, **P < 0.01, ***P < 0.005, NS = not significant.

To check the effect of the change in CM03 targets on individual pathway responses, KEGG signalling pathway enrichment analyses were undertaken. 

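Genes of 36 lists, written from textbook knowledge or from the paper's tables and not taken from KEGG, were counted among the Down and Up genes of each comparison. The background was all genes of that authors' deposited table, with 350 tests in all, two-sided Fisher's exact test and Benjamini-Hochberg adjustment over them. A signed z of each gene, from its recovered p and the sign of its log2 fold change, was also tested with limma's cameraPR. This test uses a preset correlation between genes. An estimated correlation needs values per library and could not be had. The signalling lists share members, such as AKT1, which stands in several of them, so their tests are not independent.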

The “down” subset of CM03 targets for both cell lines at 6 h and 24 h were used in these analyses. 

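At 6 h, CM03 lowered genes of Rap1 signalling, which controls cell adhesion, in both lines. In the authors' deposited tables, 45 of 150 measured members were Down in parental cells (odds ratio 2.22, adjusted p = 0.000421, Fisher's exact test; 46 when adjusted over the list alone) and 18 of 127 in GemMIA-R3 cells (2.13, 0.0304; 19). Axon guidance genes were Down at 40 of 127 in parental cells (2.38, 0.000302; 40) and at 9 of 110 in GemMIA-R3 cells (1.14, 0.894; 9). Hippo signalling, which restrains organ growth, had 34 of 121 Down in parental cells (2.02, 0.00860; 34) and 14 of 110 in GemMIA-R3 cells (1.88, 0.141; 14). TNF signalling had 24 of 90 Down in parental cells (1.87, 0.0656; 24) and 14 of 81 in GemMIA-R3 cells (2.70, 0.0129; 14). Its Down members in GemMIA-R3 cells included the adaptor proteins TRAF2 and TRAF3, at -1.37 and -1.21, and the receptor TNFRSF1B, at -1.09, in the authors' deposited table. The lists of mTOR signalling (adjusted p of 0.204 and 0.206) and MAPK signalling (0.134 and 0.127) did not pass in parental or GemMIA-R3 cells. The paper states its threshold on the EASE p itself, and without adjustment the Fisher's exact p was 0.0361 and 0.0327 for MAPK and 0.0663 and 0.0683 for mTOR signalling. By cameraPR, Rap1 signalling passed in parental cells (adjusted p = 0.0487) and not in GemMIA-R3 cells (0.127), and neither axon guidance in parental cells (0.0648) nor TNF signalling in GemMIA-R3 cells (0.0766) passed.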

Figure 5 shows the most affected signalling pathways, which are closely similar in parental and GemMIA-R3 cells. These include the Hippo, mTOR, Rap1, MAPK and TNF pathways at 6 h of CM03 exposure as well as the Axon guidance, mTOR, Rap1, AMPK, neurotrophin, insulin and TNF pathways at 24 h exposure. 

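At 24 h, CM03 lowered genes of mTOR, Rap1, neurotrophin and insulin signalling in both lines. In the authors' deposited tables, mTOR signalling had 34 of 124 members Down in parental cells (odds ratio 1.88, adjusted p = 0.0219, Fisher's exact test) and 42 of 118 in GemMIA-R3 cells (2.39, 0.000286). Rap1 signalling had 43 of 150 (2.01, 0.00262) and 47 of 137 (2.26, 0.000344), and neurotrophin signalling 32 of 103 (2.25, 0.00290) and 33 of 100 (2.12, 0.00615). Insulin, AMPK and ErbB signalling, kept as 1 list, had 49 of 155 (2.31, 0.000138) and 47 of 154 (1.90, 0.00494), and axon guidance 34 of 127 (1.82, 0.0251) and 37 of 118 (1.97, 0.00904). Adjusted over each list alone, all these counts were the same. TNF signalling passed in GemMIA-R3 cells (27 of 83, 2.08, 0.0185) but not in parental cells (24 of 90, 1.81, 0.0739), and the difference between the lines was not tested. MAP2K6, a kinase of the p38 pathway, stood at -2.66 among the TNF signalling genes of parental cells in the authors' deposited table. By cameraPR, axon guidance did not pass in parental (adjusted p = 0.231) or GemMIA-R3 cells (0.0648), nor did TNF signalling in GemMIA-R3 cells (0.135).

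**Figure D1:**
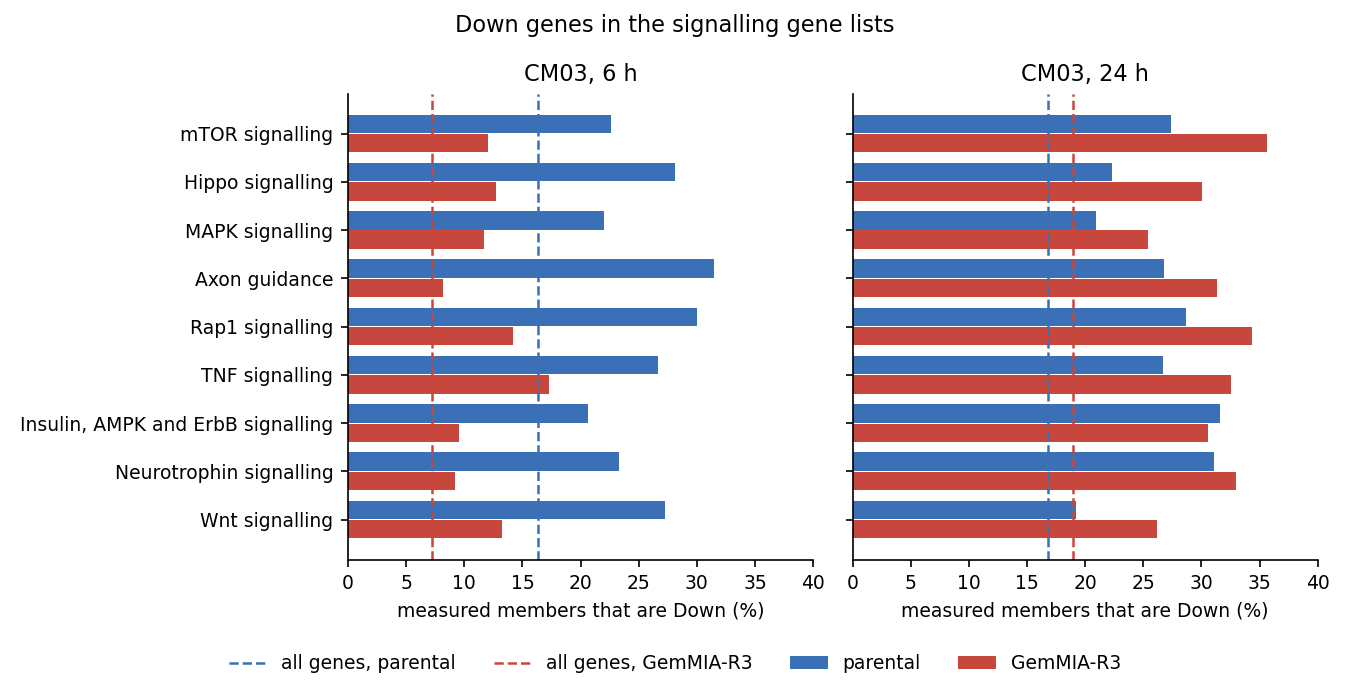
Percentage of the measured members of each signalling list that were Down with CM03 at 6 h (left) and 24 h (right), in parental (blue) and GemMIA-R3 cells (red); the horizontal axis is in percent and the dashed lines mark the share of all genes that were Down in each line. At 24 h the bar of mTOR signalling reaches 27.4% in parental and 35.6% in GemMIA-R3 cells, against 16.8% and 18.9% of all genes.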

Although the CM03 target pathways are not identical between the two cell lines, the overall pattern and therefore the key biological responses are closely similar, suggesting that the mechanism of CM03 cell growth inhibition in parental and resistant lines are also closely related.

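Some gene groups outside these pathways moved the same way in both lines. Genes of the integrated stress response and the unfolded protein response were Down at 14 of 30 in parental (odds ratio 4.35, adjusted p = 0.00166, Fisher's exact test) and 15 of 29 in GemMIA-R3 cells (4.61, 0.000967) at 24 h, with the same counts adjusted over the list alone; by cameraPR they passed in parental (adjusted p = 0.0300) and not in GemMIA-R3 cells (0.0730). They included ASNS, which makes asparagine, at -2.08 in parental cells and NUPR1 at -3.23 in GemMIA-R3 cells in the authors' deposited tables. DDIT3, a transcription factor of the same responses, went the other way, at 2.06 and 2.46 in the authors' deposited tables. Immediate early genes were Up at 21 of 30 (10.4, 1.10e-07) and 13 of 31 (2.84, 0.0311), with EGR4, a zinc finger transcription factor, at 2.95 and 2.01 in the authors' deposited tables. Replication-dependent histone genes were Up at 11 of 15 in parental and 23 of 27 in GemMIA-R3 cells (odds ratios of 12.2 and 22.7). The GemMIA-R3 libraries were made with an mRNA kit, and how fully histone transcripts were captured in either study could not be checked here. These counts therefore cover only the histone transcripts that entered the libraries. The rise of the measured transcripts was larger in GemMIA-R3 cells, where HIST2H2BE stood at 3.72 against 1.59 in the authors' deposited tables. Of 15 histone genes measured in both, 12 differed between the lines, which cannot be told apart from a difference between the studies. ACTB, a reference gene of the RT-qPCR, was Down in both, at -0.88 and -1.26 in the authors' deposited tables. From the similar pattern of pathways, the paper proposes that the mechanism of growth inhibition by CM03 is closely related in the lines.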

**Figure 5:**
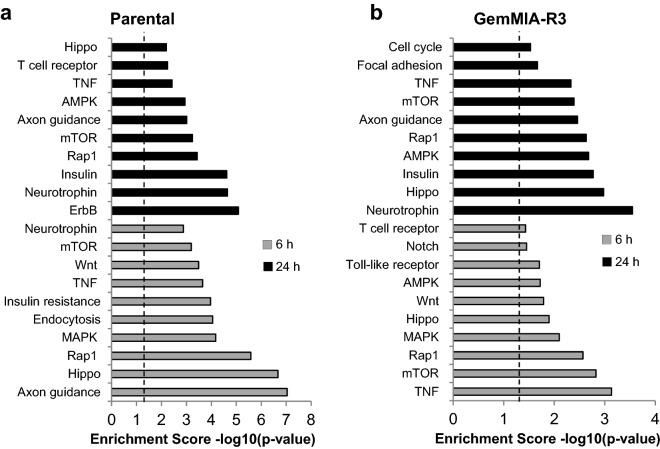
The top affected signalling pathways in parental and gemcitabine resistant MIA PaCa-2 cell lines after CM03 treatment. Parental and GemMIA-R3 cell lines were treated with 400 nM CM03 for 6 h and 24 h and the DEGs from RNA-seq analysis were used in signalling pathway enrichment analyses, using images from KEGG (by permission)^56–58^. Significantly enriched KEGG pathways (p-EASE ≤ 0.05) of down-regulated genes (Log_2_FC < − 0.5 and FDR < 0.1) for a. parental and b. gemcitabine-resistant (GemMIA-R3) cell lines after 6 h and 24 h treatment of 400 nM CM03. Above the dotted lines represent statistical significance of *P* value < 0.05, as calculated by Fisher’s exact test.

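The mTOR pathway couples nutrients and growth factors to protein synthesis, and several of its regulators fell with CM03 at 24 h in both lines. PRR5 and DDIT4, a stress-induced inhibitor of the pathway, stood at -1.90 and -1.90 in parental cells, and TSC2, another inhibitor of mTOR, at -1.68 in the authors' deposited table (FDR = 1.62e-91 for TSC2). SKP2, a ubiquitin ligase subunit that acts on cell cycle inhibitors, stood at -1.64 there in the authors' deposited table. In GemMIA-R3 cells, DVL1, a scaffold protein of Wnt signalling, stood at -2.67, DDIT4 at -2.66 and SLC7A5, a leucine transporter, at -2.35 in the authors' deposited table. The member with the largest change in GemMIA-R3 cells, PRR5, carries a recovered standard error of 1.15. At 6 h RPTOR, the scaffold subunit of mTOR complex 1, stood at -1.41 in parental (FDR = 2.37e-47) and -1.41 in GemMIA-R3 cells (FDR = 2.27e-31) in the authors' deposited tables. WNT5B, a Wnt ligand, stood at -1.77 in parental and -1.27 in GemMIA-R3 cells at 6 h in the authors' deposited tables.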

Figures 6, S1 and S2 show effects on five of these major pathways: mTOR, MAPK, Hippo, Axon guidance and Rap1. Multiple down-regulation effects are apparent, as has been previously found for CM03 in both MIA PaCa-2 and PANC-1 cells, but now extended to GemMIA-R3 cells. It is striking that the pattern of individual down-regulated genes in all five pathways is closely similar in the parental and resistant lines with a number of key pathway signalling genes having consistently down-regulated expression.

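Within the mTOR list, 27 of 114 members measured in both lines at 24 h differed between the lines by the test of the difference, 16 of these lower in GemMIA-R3 cells. Of all tested genes, 18.0% differed at 24 h. The axon guidance list had 19 of 114 differing members, of which 13 were lower in GemMIA-R3 cells, SEMA3C among them, and Rap1 signalling 27 of 131, of which 21 were lower. For MAPK signalling 41 of 168 differed, 29 of them lower in GemMIA-R3 cells, and for Hippo signalling 28 of 110, with 21 lower. TGFB1, a member of both of the latter lists, was among those lower in GemMIA-R3 cells. The median log2 fold change of the Rap1 genes measured in both lines was -0.21 in parental and -0.23 in GemMIA-R3 cells by the authors' deposited tables, and that of the mTOR genes was -0.20 and -0.21.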

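At 24 h, 28 mTOR signalling genes were Down in both lines of 44 Down in either, where 11.1 would be shared by independent lists. Rap1 signalling had 31 of 52 shared (13.0 for independent lists), axon guidance 28 of 41 (10.4), MAPK signalling 27 of 50 (8.64) and Hippo signalling 20 of 39 (7.73), with one-sided Fisher's exact p-values from 8.42e-15 for axon guidance to 7.41e-09 for Hippo signalling. Over all genes, 1457 were shared where 430 would be by independent lists, 48.9% of those Down in either line. More sharing than in independent lists is therefore not particular to these pathways. Across the members of a list, the changes of the lines correlated at r = 0.785 for mTOR, 0.790 for Rap1, 0.837 for axon guidance, 0.659 for MAPK and 0.692 for Hippo signalling; genes are not independent replicates. At 6 h the shared counts were 11 of 27 for mTOR, 13 of 44 for Rap1, 9 of 37 for axon guidance, 14 of 41 for MAPK and 10 of 36 for Hippo signalling. PRKCZ, a kinase of cell polarity that stands in the Hippo, Rap1 and axon guidance lists, was Down in both lines at 24 h, at -2.01 and -2.79 in the authors' deposited tables (FDR = 2.35e-90 and 7.97e-31). MAPK11, a p38 kinase, and AKT1, a kinase downstream of growth factor receptors, were also Down in both at 24 h.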

**Figure 6:**
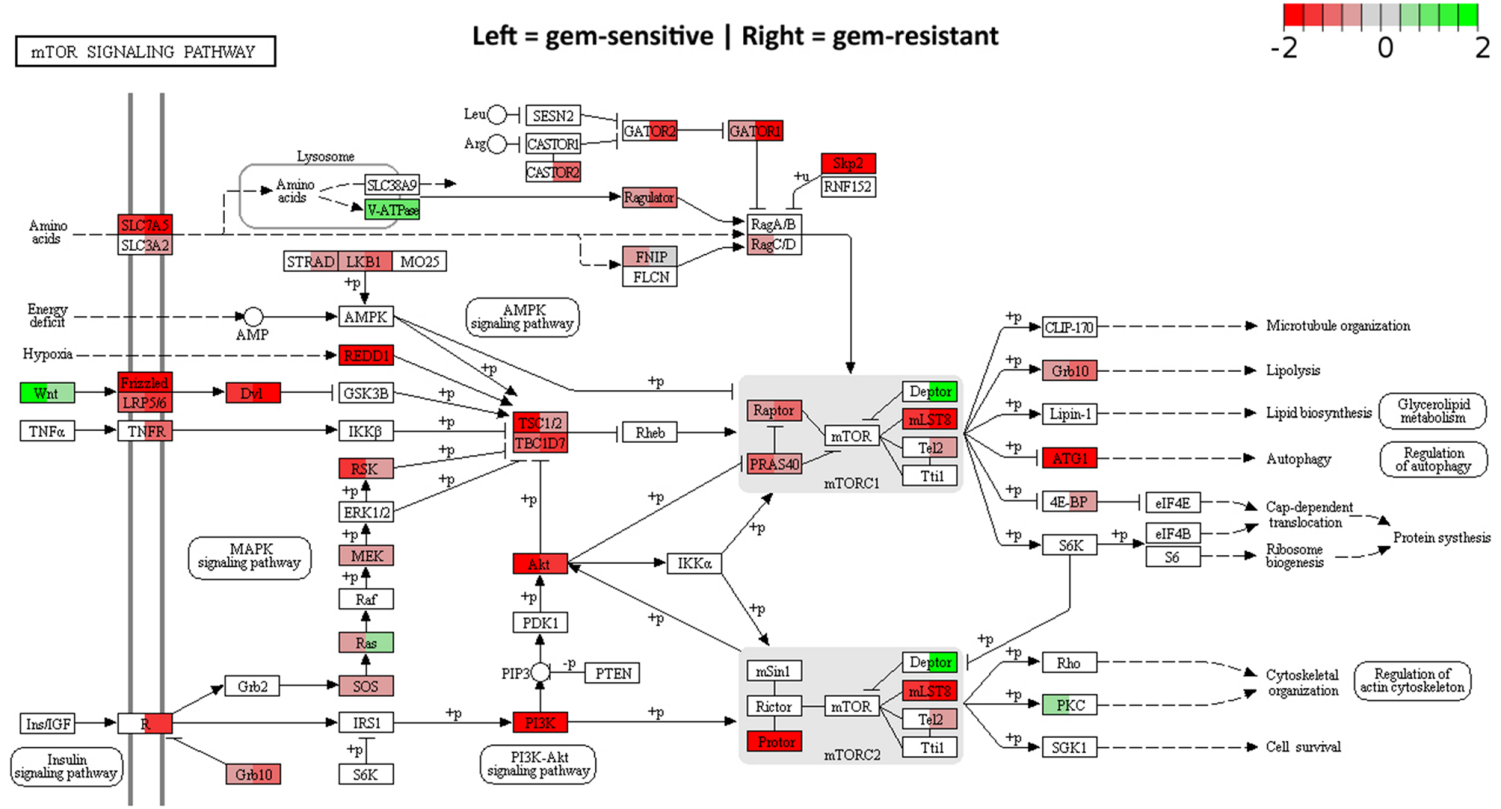
Significantly enriched KEGG pathways for a down-regulated gene set after 24 h CM03 treatment. KEGG pathway diagram illustrating significant DEGs (down = Log_2_FC < − 0.5 and FDR < 0.1, up = Log_2_FC > 0.5 and FDR < 0.1) in parental and GemMIA-R3 for the mTOR signalling pathway. Colours indicate log_2_ fold change of individual genes: red = downregulated < − 0.5, green = upregulated > 0.5 and grey between − 0.5 and 0.5. The left-hand side of each gene rectangle corresponds to the parental cell line and the right-hand side to the GemMIA line.

### CM03 down-regulate genes involved in gemcitabine sensitivity

Many genes have been implicated in gemcitabine resistance in MIA PaCa-2 cells, and in clinical gemcitabine resistance. The differential expression of a number of these genes has been examined here (Table 4). The data is mostly consistent with previous observations; genes that sensitize to gemcitabine were down-regulated in GemMIA-R3 cells (e.g. *dCK*), providing further evidence of the validity of the GemMIA-R3 line as authentically gemcitabine-resistant. 

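Among genes that transport and metabolise gemcitabine, the largest differences in untreated GemMIA-R3 cells were in DCK, which was Down, and CDA, which was Up. Of 32 measured genes of this list, 4 were Down and 3 were Up in the authors' deposited table, which is no more than among other genes (odds ratios of 0.795 and 0.782; adjusted p of 0.970 and 1.00, Fisher's exact test), and the counts adjusted over the list alone were the same. NT5C2, a nucleotidase that can dephosphorylate gemcitabine monophosphate, stood at -0.90 (FDR = 4.04e-14) and RRM2B, a subunit of ribonucleotide reductase, at 0.85 (FDR = 1.87e-14) in the authors' deposited table. Of the 13 genes of Table 4, 6 were Up and 1 was Down (odds ratio 6.50 for Up, adjusted p = 0.0137, Fisher's exact test), but the study chose this list, so its count is not independent evidence of the direction. Beside its growth inhibition data, the paper takes the direction of these genes, DCK among them, as added evidence that GemMIA-R3 is an authentic gemcitabine-resistant line.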

Some genes that promote gemcitabine resistance were slightly up-regulated (for example, *RRM1&2* and *ABCC4*) and others were highly up-regulated (for example, *SHH* and *GLI1*). 

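ABCC4, a pump that exports nucleotide analogues from cells, was Up in untreated GemMIA-R3 cells, with a log2 fold change of 0.77 (FDR = 7.26e-11, recovered standard error 0.112) in the authors' deposited table. The gene lies on chromosome 13 of hg38 from 95019835 to 95301475, on the reverse strand. Of the 20 nearest measured genes, 10 on each side, 8 were Up and 1 was Down, with a median of 0.42 from the authors' deposited table. ABCC4 was the only Up gene among 9 measured drug transporters, of which ABCA2 and ABCC5 were Down at -1.29 and -1.04 in the authors' deposited table. GLI1 and SHH lay above 97.9% and 97.8% of all genes in their change, and RRM1 and RRM2 above 87.9% and 76.0%.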

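Of the genes of Table 4, 6 were Down and none was Up with CM03 in GemMIA-R3 cells at 24 h, and 5 were Down and 2 Up in parental cells. In GemMIA-R3 cells the Down genes were MAPK11, MAPK12, AKT1, FASN, ST6GAL1 and FOXM1. In parental cells they were MAPK11, MAPK12, AKT1, GLI1 and FASN, while SHH and CDA were Up. The median over the list was -0.52 in GemMIA-R3 and -0.38 in parental cells by the authors' deposited tables. The list was chosen by the study and its odds ratio for Down, 3.68 in GemMIA-R3 cells (adjusted p = 0.0989, Fisher's exact test), is not independent evidence. At 6 h in GemMIA-R3 cells MAPK11 and MAPK12 were the 2 Down genes of this list, at -0.67 and -0.68 in the authors' deposited table.

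**Figure D2:**
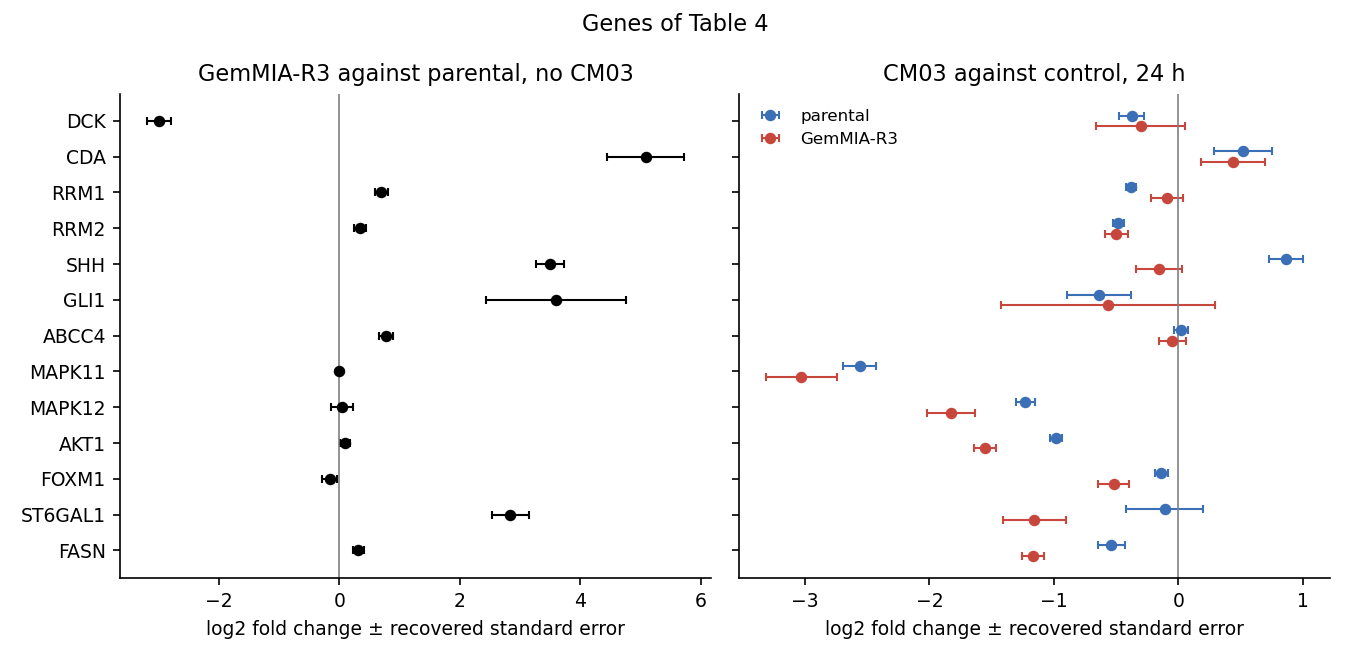
Log2 fold changes of the 13 genes of Table 4 from the authors' deposited tables (points) with the recovered standard error (bars), for GemMIA-R3 against parental cells without CM03 (left) and for CM03 against control at 24 h (right) in parental (blue) and GemMIA-R3 cells (red). MAPK11 has no bar on the left because its change was too close to 0 to recover a standard error; on the right it has the lowest point in both lines.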

The effect of CM03 has been to down-regulate the expression of a number of these genes such as *SHH*, *GLI1*, *RRM2* and to a greater extent the *MAPK11*, *MAPK12* and *AKT1* genes. These genes are highly enriched in PQs and are consequently also important players in CM03 action in the parental line.

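Genes with many canonical G4 motifs were Down with CM03 more often than other genes in both lines. In the quartile of genes with the most motifs, 30.5% were Down at 24 h in GemMIA-R3 cells by the authors' deposited table, against 14.8% in the quartile with the fewest; in parental cells the shares were 27.9% and 11.9%. The odds ratio of Down in the top quartile against the others was 2.33 in GemMIA-R3 and 2.53 in parental cells at 24 h, and 3.11 and 3.10 at 6 h. Within quartiles of GC content and gene length together, chosen after the data were seen, these were 1.57 and 1.88, and 1.47 and 1.87. Without CM03, for GemMIA-R3 against parental cells, the odds ratio in the top quartile was 1.72. Counted in the hg38 sequence over the gene and 2000 bases upstream, AKT1 has 46 motifs, MAPK12 has 38 and MAPK11 has 23, all in the top quartile. SHH and GLI1 have 18 and 18. RRM2 has 34, but 0 when promoters only are counted, and the paper's Table 4 gives it 3. Of the genes it names, the paper reasons that their many PQs make them important in CM03 action in the parental line too.

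**Figure D3:**
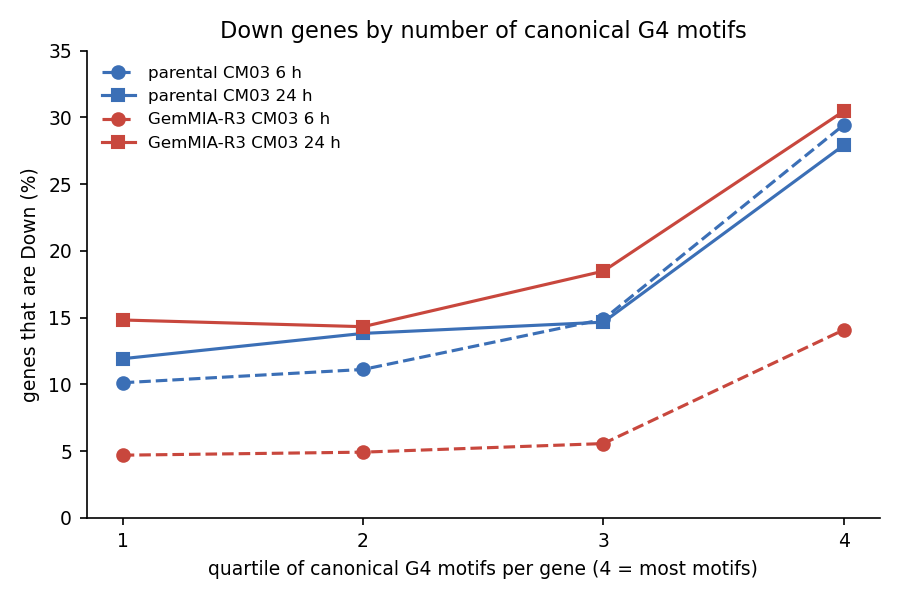
Percentage of genes that were Down with CM03 (vertical axis, percent) in each quartile of the number of canonical G4 motifs per gene (horizontal axis, 4 holds the genes with the most motifs), for parental (blue) and GemMIA-R3 cells (red) at 6 h and 24 h. All 4 lines are highest in quartile 4, where GemMIA-R3 cells at 6 h reach 14.1% and parental cells at 6 h 29.4%.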

**Table 4:** A list showing several genes which have been reported as being implicated in gemcitabine resistance.

Gene ID	log_2_FC for GemMIA-R3 vs parental	log_2_FC for CM03 in parental cells	log_2_FC for CM03 in GemMIA-R3 cells	No. of PQs	Role in gemcitabine resistance	Refs.
*dCK*	− 2.99	− 0.37	− 0.30	2	The deoxycytidine kinase (dCK) enzyme metabolizes and activates gemcitabine	^13^
*CDA*	5.08	0.52	0.44	4	High level of cytidine deaminase (CDA) enzyme metabolizes gemcitabine leading to resistance	^16^
*RRM1*	0.70	− 0.38	− 0.09	7	The overexpression of ribonucleoside-diphosphate reductase M1 and M2 (RRM1/2) genes reduce gemcitabine metabolism, leading to resistance	^18^
*RRM2*	0.34	− 0.48	− 0.50	3		
*SHH*	3.50	0.86	− 0.16	17	Deregulated hedgehog pathway is associated with gem-resistance where SHH ligand is overexpressed	^14^
*GLI1*	3.60	− 0.64	− 0.57	15	GLI transcription factors promote gem-resistance via *SOX2* overexpression	^23^
*ABCC4*	0.77	0.02	− 0.05	28	Overexpressed multidrug resistance gene, increases drug efflex	^15^
***MAPK11***	**0.00**	**− 2.56**	**− 3.03**	**18**	**MAPK signalling pathway**	^19^
***MAPK12***	**0.05**	**− 1.23**	**− 1.83**	**18**		^19^
***AKT1***	**0.10**	**− 0.98**	**− 1.55**	**44**	**AKT signalling pathway**	^14^
*FOXM1*	− 0.16	− 0.13	− 0.52	2	Oncogenic transcription factor which is associated with gem-resistance	^14^
*ST6GAL1*	2.84	− 0.11	− 1.16	21	Promotes gem-resistance by abolishing gem-mediated DNA damage	^21^
*FASN*	0.31	− 0.54	− 1.17	40	Increase in fatty acid synthase (*FASN*) expression correlates with increased gem-resistance	^20^

The effects of CM03 on their expression in the parental and resistant GemMIA-R3 cells (following 24 h exposure to CM03) are shown. There are many changes in expression for genes associated with gemcitabine resistance. 

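MAPK12 and AKT1 were lower with CM03 in GemMIA-R3 than in parental cells at 24 h, and for MAPK11 the difference did not pass the test. The difference in log2 fold change was -0.60 for MAPK12 (adjusted p = 0.0265), -0.57 for AKT1 (adjusted p = 2.58e-06) and -0.47 for MAPK11 (adjusted p = 0.318), by a two-sided normal test with the recovered standard errors and Benjamini-Hochberg adjustment over all tested genes. Of the 5 genes of Table 4 that were Down in parental cells, 4 had a lower value in GemMIA-R3 cells. Over the whole table, 10 of 13 genes were lower in GemMIA-R3 cells and 6 differed by the test. Across the genome the same direction held: of the genes Down in both lines at 24 h, 1147 (78.7%) were lower in GemMIA-R3 cells, by a median difference of -0.27, and of those Up in both, 886 of 1202 (73.7%) were higher. At 6 h, 1 of the 4 genes of Table 4 that were Down in parental cells was lower in GemMIA-R3 cells.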

There is also a trend for the genes previously identified with CM03-induced down-regulation in the parental cells (highlighted in bold), to be more down-regulated in the GemMIA-R3 line. The number of putative quadruplexes (PQs) in each gene were taken from the earlier study^27^, computed as reported previously^52,53^ and using the occurrence of the canonical G4 motif (G_≥3_N_1−7_G_≥3_N_1−7_G_≥3_N_1−7_G_≥3_).

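DCK, which adds the first phosphate to gemcitabine, stood at -2.99 in untreated GemMIA-R3 cells against parental cells in the authors' deposited table, with an FDR of 9.40e-48 and a recovered standard error of 0.202. This is a change of -87.4%, and only 2.93% of genes had a lower value. The gene lies on chromosome 4 of hg38 from 70992538 to 71030914, on the forward strand. Its neighbours did not follow it: of the 20 nearest measured genes, 2 were Down and 6 were Up, with a median of 0.43 from the authors' deposited table.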

The gene for the rate limiting enzyme deoxycytidine kinase (dCK) in gemcitabine metabolism, which metabolizes and activates gemcitabine^10^ is highly down-regulated (log_2_FC = − 2.99) in GemMIA-R3 cells, in accordance with the high level of resistance in this line. In addition, expression of the cytidine deaminase gene *CDA* (coding for the enzyme that inactivates gemcitabine upon transport into cells^16^, is highly upregulated (log_2_FC = 5.08), further increases chemo-resistance to gemcitabine (Table 4). 

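CDA was Up in untreated GemMIA-R3 cells with a recovered standard error of 0.644 and an FDR of 5.34e-14 in the authors' deposited table, above 98.8% of genes. It lies on chromosome 1 of hg38 from 20589086 to 20618903, on the forward strand. Of its 20 nearest measured genes, 4 were Down and 5 were Up, with a median of -0.02 from the authors' deposited table.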

CM03 has only a minor effect on the expression of these two genes, both in the parental and the GemMIA-R3 line: this is in accord with the small number of predicted PQs in both genes. 

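Neither DCK nor CDA passed the thresholds with CM03 in GemMIA-R3 cells at 24 h, where the FDR was 0.503 for DCK and 0.147 for CDA in the authors' deposited table. In parental cells at 24 h DCK stood at -0.38 (FDR = 0.000557), short of the log2 fold change limit, and CDA rose by 0.52 (FDR = 0.0415) in the authors' deposited table. The lines did not differ at 24 h by the test of the difference, with adjusted p-values of 0.923 for DCK and 0.909 for CDA. At 6 h CDA fell by 1.08 in parental cells (FDR = 0.000310) and stood at 0.19 in GemMIA-R3 cells (FDR = 0.700) in the authors' deposited tables, a difference between the lines of 1.27 (adjusted p = 0.0135). In the hg38 sequence DCK has 2 canonical G4 motifs and CDA has 7. The paper sets the small number of predicted PQs in both genes beside the minor effect of CM03 on them.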

The over-expression of the *RRM1* and *RRM2* ribonucleoside-diphosphate reductase sub-unit genes is another established contributor^18^ to gemcitabine resistance: their up-regulation was also observed in GemMIA-R3 cells. 

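RRM1, the large subunit of ribonucleotide reductase, was Up in untreated GemMIA-R3 cells with an FDR of 5.63e-10 and a recovered standard error of 0.106 in the authors' deposited table. RRM2, the small subunit, had an FDR of 0.00340 and a recovered standard error of 0.104, but its log2 fold change of 0.34 in the authors' deposited table lies below the Up limit. RRM1 lies on chromosome 11 of hg38 from 4094707 to 4138932 and RRM2 on chromosome 2 from 10120698 to 10211725. Of the 20 genes nearest to RRM1, 10 were Up and 1 was Down, with a median of 0.57 from the authors' deposited table, close to the value of RRM1 itself. Among 60 measured genes of the cell cycle and mitosis, 5 were Up and 5 Down.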

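RRM2 changed by -29.1% with CM03 at 24 h in GemMIA-R3 cells, from a log2 fold change of -0.50 (FDR = 5.75e-07, recovered standard error 0.0929) in the authors' deposited table. The change was -28.3% in parental cells (FDR = 8.13e-25 in the authors' deposited table), and the lines did not differ by the test of the difference (adjusted p = 0.940). Both values lie just short of the Down limit. At 6 h RRM2 stood at 0.33 in parental cells (FDR = 1.52e-12) and 0.03 in GemMIA-R3 cells (FDR = 0.765) in the authors' deposited tables. RRM1 at 24 h had a value of -0.09 in GemMIA-R3 cells (FDR = 0.591) in the authors' deposited table.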

CM03 treatment of GemMIA-R3 cells down-regulates *RRM2* by ca 30%, which may lower gemcitabine resistance.

The hedgehog (Hh) signalling pathway has also been found to play a role in promoting gemcitabine resistance^14^, as well as GLI transcription factors, by upregulating SOX2 signalling^23^. Two key genes in the Hh pathway, sonic hedgehog ligand (SHH) and transcription factor GLI1 are highly up-regulated in GemMIA-R3 cells, with log_2_FC values of 2.5 and 3.6, respectively. These two genes, which have high PQ representation, are slightly downregulated by CM03 but not statistically significantly. 

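SHH, the secreted ligand of the hedgehog pathway, stood at 3.50 in untreated GemMIA-R3 cells against parental cells in the authors' deposited table, with an FDR of 3.28e-52 and a recovered standard error of 0.226. GLI1, a transcription factor and target gene of the pathway, had an FDR of 0.00648 and a far larger recovered standard error of 1.16 in the same authors' deposited table. Their change was not shared by the pathway as a whole: of 37 measured hedgehog genes, 6 were Up and 6 were Down (adjusted p of 0.669 and 0.972, Fisher's exact test; the same counts adjusted over the list alone). GAS1, a co-receptor of SHH, stood at -9.06 and GLI2, another transcription factor of the pathway, at -4.43 in the authors' deposited table. SHH lies on chromosome 7 of hg38 from 155799980 to 155812463 and GLI1 on chromosome 12 from 57459785 to 57472268.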

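With CM03 in GemMIA-R3 cells at 24 h neither gene passed the thresholds, at -0.16 for SHH (FDR = 0.502) and -0.56 for GLI1 (FDR = 0.609) in the authors' deposited table. The recovered standard error of GLI1 was 0.863, so a change of its size could not be told from none. In parental cells SHH rose at 24 h by 0.86 (FDR = 1.20e-09), and GLI1 fell by 0.64 (FDR = 0.0200), in the authors' deposited table. For SHH the lines differed by -1.02 at 24 h (adjusted p = 0.000282, test of the difference), and for GLI1 they did not (adjusted p = 0.970). At 6 h SHH was also Up in parental cells, at 1.28, and stood at 0.05 in GemMIA-R3 cells (FDR = 0.819) in the authors' deposited tables. KIF7, a kinesin that regulates GLI proteins, was Down with CM03 in both lines at 24 h, at -1.32 and -2.85 in the authors' deposited tables. Of 39 and 36 measured hedgehog genes, 11 were Down in parental and 7 in GemMIA-R3 cells (adjusted p of 0.239 and 1.00, Fisher's exact test).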

The *MAPK11*, *MAPK12* and *AKT1* genes are not upregulated in the GemMIA-R3 cell line, whereas their expression is highly down-regulated upon CM03 treatment (Table 4).

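MAPK11 and MAPK12, p38 kinases that lie side by side on chromosome 22, and AKT1 on chromosome 14 fell strongly with CM03 at 24 h in GemMIA-R3 cells, where only 0.562% of genes ranked below MAPK11. The log2 fold changes in GemMIA-R3 cells were -3.03 for MAPK11 (FDR = 3.69e-24), -1.83 for MAPK12 (FDR = 4.75e-20) and -1.55 for AKT1 (FDR = 1.25e-63) in the authors' deposited table, with recovered standard errors of 0.288, 0.191 and 0.0903. In parental cells the FDR was 7.32e-81 for MAPK11, 2.76e-60 for MAPK12 and 1.25e-83 for AKT1 in the authors' deposited table. Without CM03 they did not differ between GemMIA-R3 and parental cells, with FDRs of 0.997, 0.888 and 0.388 in the authors' deposited table. At 6 h AKT1 stood at -0.20 in parental and -0.20 in GemMIA-R3 cells in the authors' deposited tables, short of the limit. MAPK11 lies from 50263713 to 50270767 and MAPK12 from 50245450 to 50261716 of chromosome 22 of hg38, 0.548 and 0.557 Mb from its end, and AKT1 from 104769349 to 104795751 of chromosome 14, 2.25 Mb from its end.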

Analogous behaviour has been found for the *ST6GAL1* gene (Table 4), which encodes for β-galactoside α-2,6-sialyltransferase-1. Knockdown of this enzyme sensitizes cells to gemcitabine by increasing cell death and DNA damage^21,40^ and it notable that CM03 treatment results in an increase in the number of DNA damage foci^27^. The *ST6GAL1* gene is highly over-expressed (log_2_FC = 2.84) in the GemMIA-R3 cell line, presumably contributing to its high level of gemcitabine resistance. 

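ST6GAL1, which adds sialic acid to cell surface glycoproteins, was Up in untreated GemMIA-R3 cells with an FDR of 1.30e-18 and a recovered standard error of 0.310 in the authors' deposited table, above 97.1% of genes. It lies on chromosome 3 of hg38 from 186930325 to 187078553, on the forward strand. Its surroundings went the other way: of its 20 nearest measured genes, 10 were Down and 2 Up, with a median of -0.68 from the authors' deposited table.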

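With CM03, ST6GAL1 was Down in GemMIA-R3 cells at 24 h with an FDR of 2.21e-05 and a recovered standard error of 0.253, and in parental cells its FDR was 0.777, in the authors' deposited tables. The difference between the lines was -1.05 (adjusted p = 0.0494, test of the difference with the recovered standard errors), close to the threshold. At 6 h the order was the other way, with -0.88 in parental cells (FDR = 0.00983) and -0.47 in GemMIA-R3 cells (FDR = 0.104) in the authors' deposited tables, and this difference did not pass (adjusted p = 0.500). The fall in GemMIA-R3 cells at 24 h amounts to a change of -55.2%.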

CM03 treatment results in significant down-regulation of *ST6GAL1* (log_2_FC = − 1.16) in GemMIA-R3 cells compare to its small effect in parental cells (log_2_FC = − 0.11). This large difference may be because that the *ST6GAL1* gene is more accessible in gem-resistant cells than in sensitive cells. CM03-mediated downregulation of ST6GAL1 should reduce or reverse the effect of overexpressed ST6GAL1 on increasing chemo-resistance.

The Forkhead box protein M1 (FOXM1) is an oncogenic transcription factor and its elevated expression is associated with gemcitabine resistance in patients with pancreatic cancer^24^. Expression of the *FOXM1* gene did not significantly alter in the GemMIA-R3 cell line compared to the parental line, but CM03 treatment results in some downregulation (log_2_FC = − 0.52).

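FOXM1, which drives the expression of mitotic genes, had an FDR of 0.336 between untreated GemMIA-R3 and parental cells in the authors' deposited table. With CM03 at 24 h it was Down in GemMIA-R3 cells with an FDR of 0.000148 and a recovered standard error of 0.126, while in parental cells it stood at -0.13 (FDR = 0.0209) in the authors' deposited tables. The lines differed by -0.38 (adjusted p = 0.0343, test of the difference). Other regulators of cell division also fell at 24 h in GemMIA-R3 cells: E2F2, a transcription factor of S phase genes, stood at -1.95, CDT1, which licenses replication origins, at -1.36 and MYBL2, a transcription factor that acts with FOXM1, at -1.27 in the authors' deposited table. Of 60 cell cycle and mitosis genes, 17 were Down and 4 Up there (odds ratio 1.70 for Down, adjusted p = 0.207, Fisher's exact test; 17 when adjusted over the list alone). FOXM1 lies on chromosome 12 of hg38 from 2857680 to 2877174.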

Elevated expression of fatty acid synthase (FASN) has been correlated with reduced response to gemcitabine and inhibition of FASN results in synergistic effects on gemcitabine treatment^20^. In accord with this, *FASN* gene expression level is slightly increased in the GemMIA-R3 cell line. 

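FASN, the enzyme that assembles palmitate, had a log2 fold change of 0.31 (FDR = 0.00257, recovered standard error 0.0912) in untreated GemMIA-R3 cells in the authors' deposited table, below the Up limit. Other genes of cholesterol and fatty acid synthesis went both ways, with 3 Up and 7 Down of 32 (adjusted p of 1.00 and 0.563, Fisher's exact test; 3 and 7 adjusted over the list alone). MSMO1, an enzyme of cholesterol synthesis, stood at 1.56 in the authors' deposited table.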

The *FASN* gene contains 40 PQs (Table 4) which makes it a potential target for CM03: *FASN* expression was decreased upon CM03 treatment in both parental and GemMIA-R3 cell lines (log_2_FC = − 0.54 and − 1.17, respectively).

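CM03 lowered FASN at 24 h with an FDR of 2.35e-06 in parental and 1.53e-38 in GemMIA-R3 cells in the authors' deposited tables, and the lines differed by -0.63 (adjusted p = 0.000213, test of the difference). At 6 h it stood at -0.06 (FDR = 0.641) and -0.13 (FDR = 0.220) in the authors' deposited tables. Genes of cholesterol and fatty acid synthesis were Down at 14 of 34 in parental cells (odds ratio 3.48, adjusted p = 0.00578, Fisher's exact test; 14 when adjusted over the list alone) and at 11 of 32 in GemMIA-R3 cells (2.25, 0.140; 11) at 24 h. By cameraPR both passed (adjusted p of 0.00170 and 0.0398). INSIG1, a sterol sensor, stood at -2.05 and -1.66 and SCD, which makes unsaturated fatty acids, at -1.55 and -1.16 in the authors' deposited tables. FASN has 47 canonical G4 motifs in hg38, where it lies on chromosome 17 from 82078338 to 82098294.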

## Discussion

A cell line (GemMIA-R3) has been derived from the parental MIA PaCa-2 PDAC cell line, with ca 1,000- fold resistance to the clinically used drug gemcitabine, using a repeated passage approach. Its validity as a resistant line is supported by the changes in expression for several genes associated with gemcitabine resistance, notably *DCK*, *CDA*, *GLI1* and *ST6GAL1*.

The G-quadruplex small-molecule CM03 compound has ca 10 nM potency (GI_50_ for cell growth inhibition) in parental MIA PaCa-2 cells. Its potency is fully retained in the GemMIA-R3 line, as well as in an equivalent gemcitabine resistant line derived from the PANC-1 PDAC line, indicating that potency is not restricted to a single PDAC resistant line, and may be a more general phenomenon. The structurally unrelated G-quadruplex compound CX-5461 is also equipotent in parental and resistant lines, suggesting that the mechanism of action of this G-quadruplex compound also involves distinct genes and pathways to gemcitabine and its resistance.

RNA-seq whole transcriptome analysis has previously been used to establish that compound CM03 down-regulates the expression of multiple cancer-related genes and pathways in two PDAC cell lines, MIA PaCa-2 and PANC-1, and that these targets are mostly enriched with quadruplex sequences. The inference is that multiple quadruplexes are the targets of CM03, which may confer therapeutic advantage in a complex human cancer such as PDAC^32,41,42^, where mutational complexity and genomic instability increase with disease progression. It is shown here that the pattern of gene and pathway down-regulation following CM03 treatment in parental PDAC cell lines is in large part maintained in the resistant line GemMIA-R3, hence the potency of CM03 in this line, and by inference in the resistant PANC-1 line. 

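Across all genes measured in both lines, the changes with CM03 at 24 h correlated at r = 0.778 (Spearman's rho 0.778) between parental and GemMIA-R3 cells, and at r = 0.713 at 6 h; genes are not independent replicates. At 24 h the slope of the GemMIA-R3 on the parental changes was 1.38, so that changes were larger in GemMIA-R3 cells. The median of the genes Down in both lines was -0.85 in parental and -1.16 in GemMIA-R3 cells by the authors' deposited tables. NBN, a sensor of DNA double-strand breaks, stood at -1.52 in parental and -2.01 in GemMIA-R3 cells in the authors' deposited tables. MAZ, a transcription factor that binds G-quadruplex DNA, stood at -1.45 and -1.88 in the authors' deposited tables. CAMK2N1, an inhibitor of a calcium-dependent kinase, and SEMA3C, a guidance ligand, differed between the lines by -2.93 and -1.48, lower in GemMIA-R3 cells, and TXNIP, an inhibitor of thioredoxin, by 1.56, higher there. In all, 18.0% of the 11005 genes tested differed between the lines at 24 h, and 19.5% of 10459 at 6 h; with the GemMIA-R3 changes divided by the slope, the 6 h counts were 493 lower and 397 higher, from 1087 and 955. The paper reasons that a pattern in large part maintained accounts for the potency of CM03 in the resistant line, which it measured by growth inhibition.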

Further studies with appropriate in vivo models will be needed in order to validate CM03 as a potential drug for the treatment of chemoresistant PDAC in humans. The present cell-based study does also suggest that several genes such as *dCK*, *CDA* and *ST6GAL1* may be useful prognostic markers of this disease^43^.

Several other quadruplex ligands have been previously reported as having activity in chemo-resistant cell lines^44–47^, for example substituted naphthalene diimide-based in patient-derived gastrointestinal cancer cells^44^ and in BRAF-mutant melanoma cells^45^. We speculate that these and perhaps other quadruplex ligands^46,47^ show such activity as a result of their ability to down-regulate multiple genes, which are at least in part distinct from those conferring resistance. 

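Genes Up in untreated GemMIA-R3 cells were Down with CM03 in these cells at 24 h more often than other genes, in comparisons that share control libraries, so this excess alone does not show a reversal by CM03. Of 1640 Up genes, 401 (24.5%) were Down with CM03 in GemMIA-R3 cells at 24 h, against 19.1% of the other genes (odds ratio 1.37, p = 5.73e-07, two-sided Fisher's exact test). ST6GAL1, NUPR1, VLDLR and DDIT4 were such genes, Up without and Down with CM03. GLI1 was Up without CM03 and did not pass the thresholds with it. This comparison shares its GemMIA-R3 control libraries with that of the lines, which alone moves the changes in opposite directions: unchanged groups simulated with the recovered standard errors gave a covariance of -0.0931, and the observed covariance was -0.134; no such value was made for the share itself. In parental cells, whose CM03 libraries are separate, the share was 18.9% against 17.7% (odds ratio 1.08, Fisher's exact p = 0.296), and with CM03 at 6 h in GemMIA-R3 cells it was 6.77% against 7.38% (0.912, p = 0.414). Of 1945 Down genes measured with CM03, 396 (20.4%) were Up with CM03 at 24 h in GemMIA-R3 cells, against 19.1% of the others (1.08, Fisher's exact p = 0.215). With strong subsets the odds ratio was 2.29 for Up genes lowered and 1.78 for Down genes raised (Fisher's exact p of 2.77e-14 and 2.75e-07), with the same shared controls.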

The present results do show that the expression of some resistance genes (such as *ST6GAL1*), as well as some that are in common with those involved in CM03-induced down-regulation of proliferation and resistance (such as *GLI1*), is down-regulated by CM03 treatment. This suggests that CM03 treatment of gemcitabine-resistant cells could result in a reduction in gemcitabine resistance. This concept has yet to be evaluated.

## Methods

### Chemicals

Gemcitabine as the hydrochloride salt was purchased from Sigma-Aldrich (cat no. G6423). CX-5461 was purchased from Adooq Bioscience (cat no. A11065). Compound CM03 was synthesised in-house^27^ and was used as the > 95% pure hydrochloride/formate salt. This has a pH of 6.95 in H_2_O. Gemcitabine, CM03 salts and CX-5461 were dissolved in PBS and stocks of 1 mM were prepared and kept frozen and away from light prior to use. Drugs were filtered through 0.22 µm pore-size filter units before addition to appropriate cell culture media.

### Cell culture and growth inhibition

MIA PaCa-2 and PANC-1 cell lines were purchased from ATCC (cat no. CRL-1420 and CRL-1469) and maintained in Dulbecco's Modified Eagle's Medium (DMEM) with 4,500 mg/L glucose and 2 mM L-glutamine (Sigma-Aldrich, cat no. D6429) supplemented with 10% foetal bovine serum (ThermoFisher, cat no. 10270106), 0.1 mg/ml streptomycin and 100 U/ml penicillin (Sigma-Aldrich, cat no. P4333) and only for MIA PaCa-2 cells: 2.5% horse serum (ThermoFisher, cat no. 16050130). Cells were maintained at 37 °C and 5% CO_2_ in humidified incubators and routinely passaged.

Cellular growth inhibition was measured using the sulforhodamine B (SRB) assay in 96 well plates as described previously^38,39^. 50% growth inhibition (GI_50_ values) were determined by taking the mean absorbance at 540 nm for each drug concentration expressed as a percentage of the absorbance of untreated control wells. All experiments were performed in triplicate and the mean ± SD values were determined from at least three independent experiments.

### Generation of gemcitabine-resistant cell lines

Gemcitabine-resistant cell lines were generated from the parental MIA PaCa-2 pancreatic cancer line by incrementally increasing the gemcitabine concentration in the culture medium over extended periods of time. A cycle of concentration increase and selection was repeated until reaching a particular target concentration (i.e. 0.25 µM, 1.0 µM or 3.0 µM). Each increment of gemcitabine concentration took around a week for cells to gain resistance to and resume cell proliferation. The whole process took several months to achieve the most resistant cell line for the highest gemcitabine concentration (3 µM). At each point, the cells were amplified, cryopreserved and maintained continuously in medium containing gemcitabine at the concentration of interest. The gemcitabine selection pressure was withdrawn for 7 days before a particular gemcitabine-resistant cell line was used in any experiment, in order to avoid any interference from gemcitabine.

### RNA-seq analysis

GemMIA-R3 cells were seeded in 100 mm plates (6 h = 2.5 × 10^6^ and 24 h = 1.0 × 10^6^ cells/well) and incubated overnight. Then, cells were treated with 0.40 µM CM03 or vehicle (PBS) for 6 h and 24 h. This is the lowest concentration of CM03 that can achieve minimal cell death (10%) and was chosen for these short-term exposures, in order to investigate its direct gene targets and not collateral gene expression changes. It was the same as previously used^27^, maintaining consistency with the previous study in which it had been shown to cause substantial gene expression changes even after 6 h treatment. Parental cells were also included without CM03 treatment for GemMIA-R3 vs parental gene expression comparison. Total RNA was extracted from 2–4 × 10^6^ cells using the RNeasy mini kit (Qiagen, cat no. 74104) and on-column DNase1 digestion (Qiagen, cat no. 79254) as per the manufacturer’s instructions. RNA quality (RIN > 7.0) was checked with an Agilent 2,100 Bioanalyser RNA 6,000 Nano Chip and RNA concentration was quantified using a Qubit fluorometer (ThermoFisher) and Qubit RNA HS Assay Kit (ThermoFisher, cat no. Q32852). RNA-seq libraries were then generated using the NEBNext mRNA Ultra II with IDT xGen UMI adapters kit for Illumina as per the manufacturer’s instructions and sequenced using an Illumina NextSeq 500 instrument (undertaken at the UCL Genomics Facility).

### RNA-seq data processing

The raw and processed sequencing data has been deposited in the GEO public functional genomics data repository with GEO accession no GSE148200 (https://www.ncbi.nlm.nih.gov/geo/). RNA-seq data (GEO accession GSE105083) from our previous study with CM03 and the parental cell line MIA PaCa-2 was used for comparison purposes during the analyses^27^. Illumina run data were demultiplexed and converted to fastq files using Illumina’s bcl2fastq Conversion Software (v2.19). Then, fastq files were pre-processed to remove adapter contamination and poor quality sequences using the program Trimmomatic (v0.36)^48^ before being mapped to a recent human genome build (UCSC hg38: https://genome.ucsc.edu/) using the RNA-seq alignment tool STAR (v2.5b: https://github.com/alexdobin/STAR). Duplication levels were estimated using JE-Suite^49^, a Unique Molecule Identifier program to filter out duplicates and reads that are the result of PCR amplification were marked. Next, reads per transcript were counted using the program FeatureCounts^50^ (v1.4.6p5) before normalisation, modelling and differential expression analysis using the SARTools (v1.3.2) package^51^.

For the numbers of putative G4 sequences in an individual gene (PQs in Table 4), the occurrence of the canonical G4 motif (G_≥3_N_1−7_G_≥3_N_1−7_G_≥3_N_1−7_G_≥3_), was used as previously reported^27^, in gene promoters (defined for this purpose as being up to 2 kilobases upstream of the transcription start site (TSS) and 100 bases downstream) and in exons and introns. These numbers of putative quadruplexes (PQs) were taken from the earlier study^27^, computed as reported previously^52,53^.

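A canonical G4 motif has at least 4 runs of at least 3 guanines with loops of 1 to 7 bases. Counted on both strands of hg38 over the GENCODE release 44 gene and 2000 bases upstream, the number of motifs had a median of 24 in the top quartile of the genes of the GemMIA-R3 table at 24 h and reached 455. BRSK2, CBFA2T3 and TP73, genes of the RT-qPCR panel, stand far into that quartile with 109, 104 and 98. Long genes and genes rich in G and C have more room for motifs. Within quartiles of GC content the odds ratio of Down for the top motif quartile was 2.64 and 2.31 in parental cells at 6 h and 24 h and 2.47 and 2.06 in GemMIA-R3 cells. Within quartiles of gene length it was 3.56, 2.68, 3.92 and 2.62, and within quartiles of both together, chosen after seeing the data, 1.87, 1.88, 1.47 and 1.57. Motifs per kb within quartiles of GC content, also chosen after seeing the data, left the least, 1.44, 1.503, 1.24 and 1.35. With the PQs of the authors' deposited tables in place of these counts, it was 3.13 and 2.51 in parental cells. For GemMIA-R3 against parental cells without CM03, genes of the top quartile were Down more often as well (odds ratio 1.72); for Up genes the odds ratio was 1.36, and 0.933 within quartiles of gene length, 0.929 with promoters only and 0.556 with motifs per kb, so its direction depends on the measure.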

Differentially expressed genes (DEGs) were split into different subsets according to their log_2_ fold changes (Log_2_FC) and false discovery rate (FDR) for drug treatment versus untreated, with the following assignment: Down Strong = genes with Log_2_FC ≤ − 1 and FDR < 0.05; Down = genes with Log_2_FC < − 0.5 and FDR < 0.1; Strong Up = genes with Log_2_FC ≥ 1 and FDR < 0.05; Up = genes with Log_2_FC > 0.5 and FDR < 0.1. The signalling pathway enrichment analysis was done using the DAVID functional annotation tool (https://david.ncifcrf.gov/)^54^ on the Up and Down gene lists. The Pathview maps tool (https://pathview.uncc.edu/)^55^ was used to visualise top affected signalling pathways containing coloured DEGs from Up and Down gene lists to indicate their level of expression.

### RT-qPCR study

Parental MIA PaCa-2 and GemMIA-R3 cell lines were seeded and treated exactly same as in RNA-seq experiment. After extracting total RNA, the RNA concentrations were measured with a NanoDrop 2000/2000c spectrophotometer (ThermoFisher). The cDNA libraries were then prepared from a determined amount of RNA using a SuperScript III First-Strand Synthesis System (ThermoFisher, cat no. 18080051) as per the manufacturer’s instructions. RT-qPCR was performed using Power SYBR Green Master Mix (ThermoFisher, cat no. 4368706) with a 50 ng template and 150 nM primers in an AriaMx Realtime PCR System (Agilent). Primers were purchased from Sigma (KiCqStart SYBR Green Primers) and Eurofins Genomics. At least three independent experiments were carried out in triplicate. The data was used to determine the Ct values, which were normalized to the geometric mean of three housekeeping genes *ACTB*, *GAPDH*, and *TUBB*, and the fold change was determined using 2^−ΔΔCt^.

## Supplementary information

Supplementary information

# Supplementary material for: A G-quadruplex-binding compound shows potent activity in human gemcitabine-resistant pancreatic cancer cells
**Source:** Sci Rep. 2020 Jul 22;10:12192. doi: 10.1038/s41598-020-68944-w
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary data

A G-quadruplex-binding compound shows potent activity in human gemcitabine-resistant pancreatic cancer cells

Ahmed Abdullah Ahmed^1^, Chiara Marchetti^1^, Stephan Ohnmacht^1^ and Stephen Neidle^1^*

*

**Supplementary Table S1**

Cell growth inhibitory data for parental PANC-1 and gemcitabine-resistant PANC-1 cell lines, obtained by multiple passages with gemcitabine at increasing concentration until reaching 3 µM exposure. GI_50_ values are in nM.

| **Compound** | **PANC-1 Parental** | **PANC-1 GemResist 3 µM** |
| --- | --- | --- |
| **Gemcitabine** | 23.3 ± 8.4 | 28750.9 ± 6121.3 |
| **CM03** | 10.4 ± 1.2 | 15.5 ± 1.8 |
| **CX-5461** | 32.9 ± 7.6 | 58.8 ± 13.8 |

**Supplementary Figures:**

**Figures S1 and S2. Significantly enriched KEGG pathways for down-regulated gene sets after 24 h CM03 treatment.**

KEGG pathway diagrams illustrating significant DEGs (down = Log_2_FC < -0.5 and FDR <0.1, up = Log_2_FC > 0.5 and FDR <0.1).

Colours indicate log_2_ fold change of genes: red = down-regulated < -0.5, green = upregulated > 0.5 and grey between -0.5 and 0.5.

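In MAPK signalling, which relays growth factor and stress signals, 39 of 186 measured genes were Down and 37 Up in parental cells at 24 h, and 44 of 173 Down and 23 Up in GemMIA-R3 cells, by the authors' deposited tables. The shares of Down genes were not told apart from those of other genes (odds ratios of 1.32 and 1.47, adjusted p of 0.336 and 0.124, Fisher's exact test; 39 and 44 when adjusted over the list alone). CACNA1G, a calcium channel subunit, was Up in both lines, at 5.11 and 3.36 in the authors' deposited tables. TGFA, a ligand of the EGF receptor, stood at 3.38 in parental cells and GADD45G, a stress sensor, at 4.45 in GemMIA-R3 cells in the authors' deposited tables. In Hippo signalling 27 of 121 genes were Down and 17 Up in parental cells (odds ratio 1.42 for Down, adjusted p = 0.297; 27 adjusted over the list alone), and 34 of 113 Down and 15 Up in GemMIA-R3 cells (1.85, 0.0229; 34). CDH1, the epithelial cadherin, stood at 3.21 in parental cells, and FGF1, a growth factor, at 3.92 in GemMIA-R3 cells in the authors' deposited tables.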

**Figure S1.** (a, c) Gem-sensitive and (b, d) gem-resistant cell lines for (a, b) MAPK and (c, d) Hippo signalling pathways.

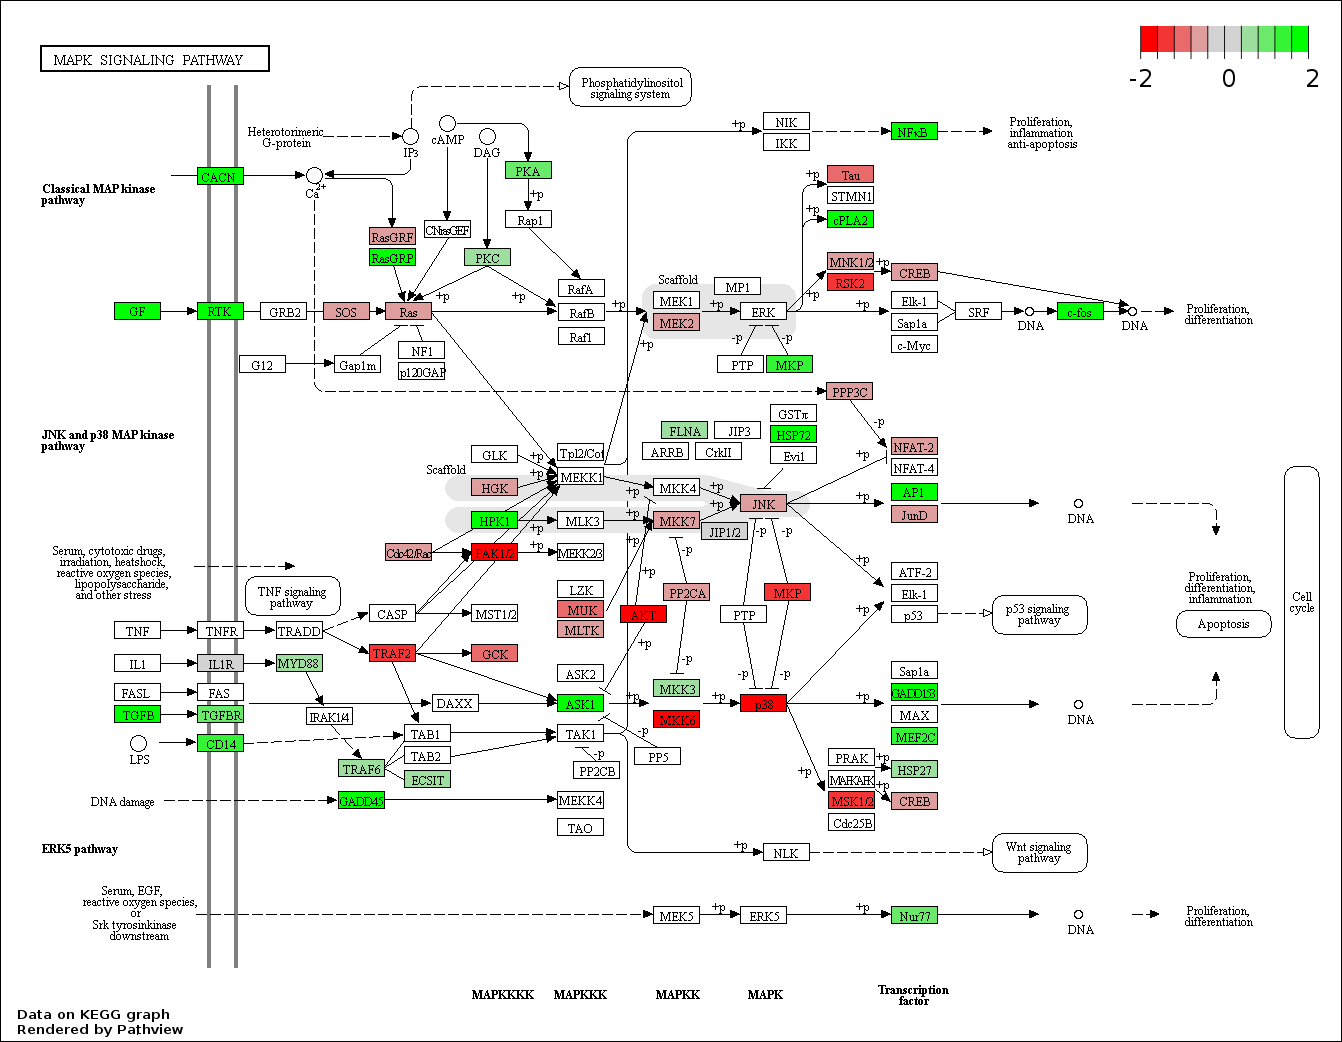
**a**

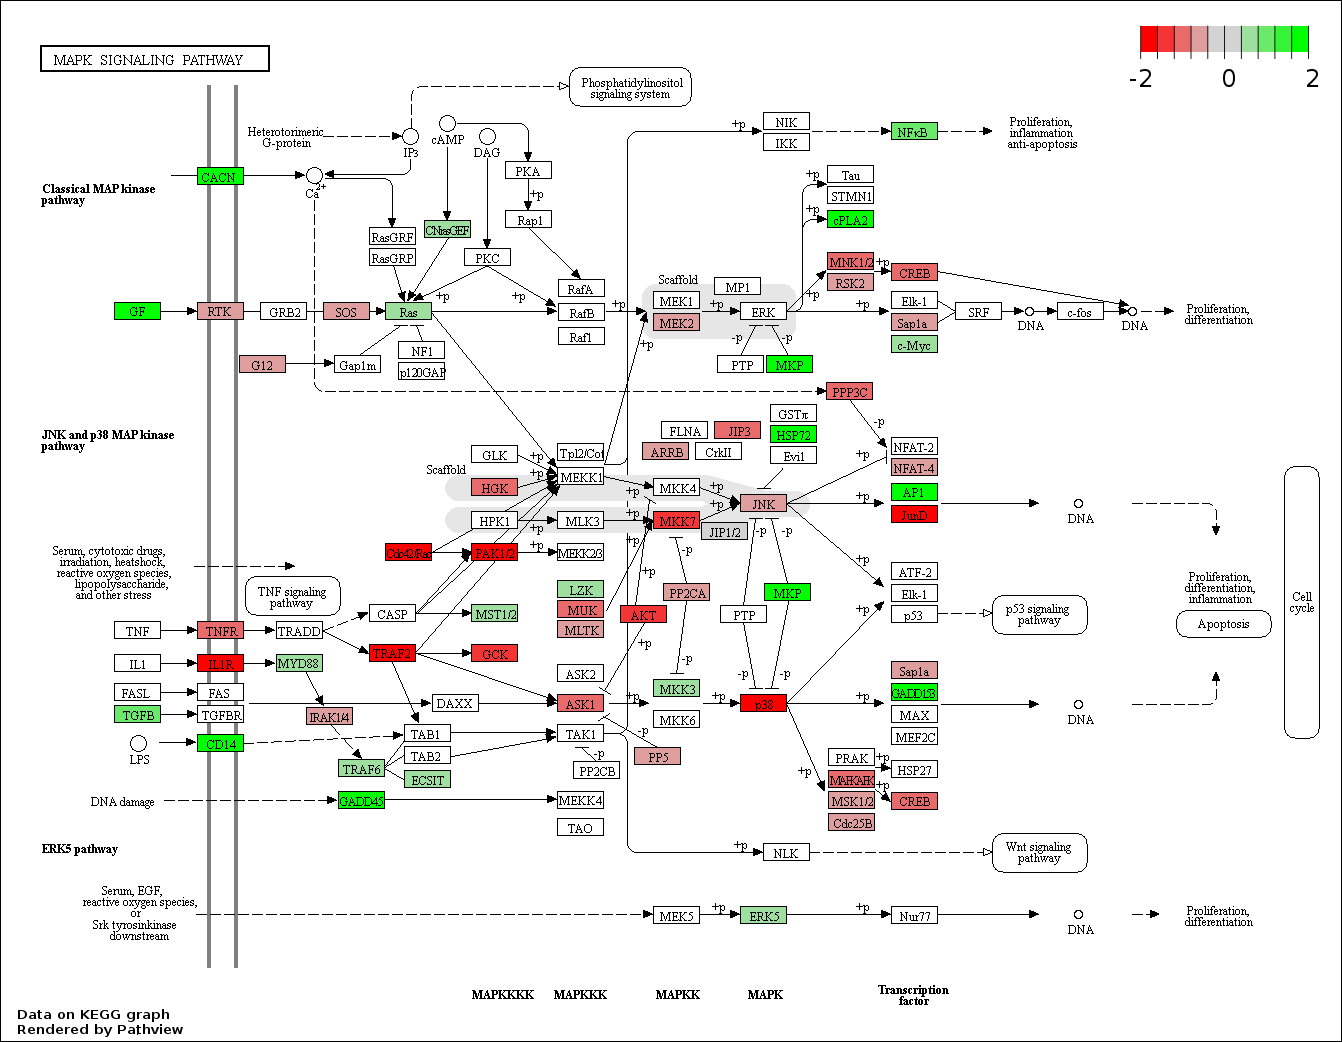
**b**

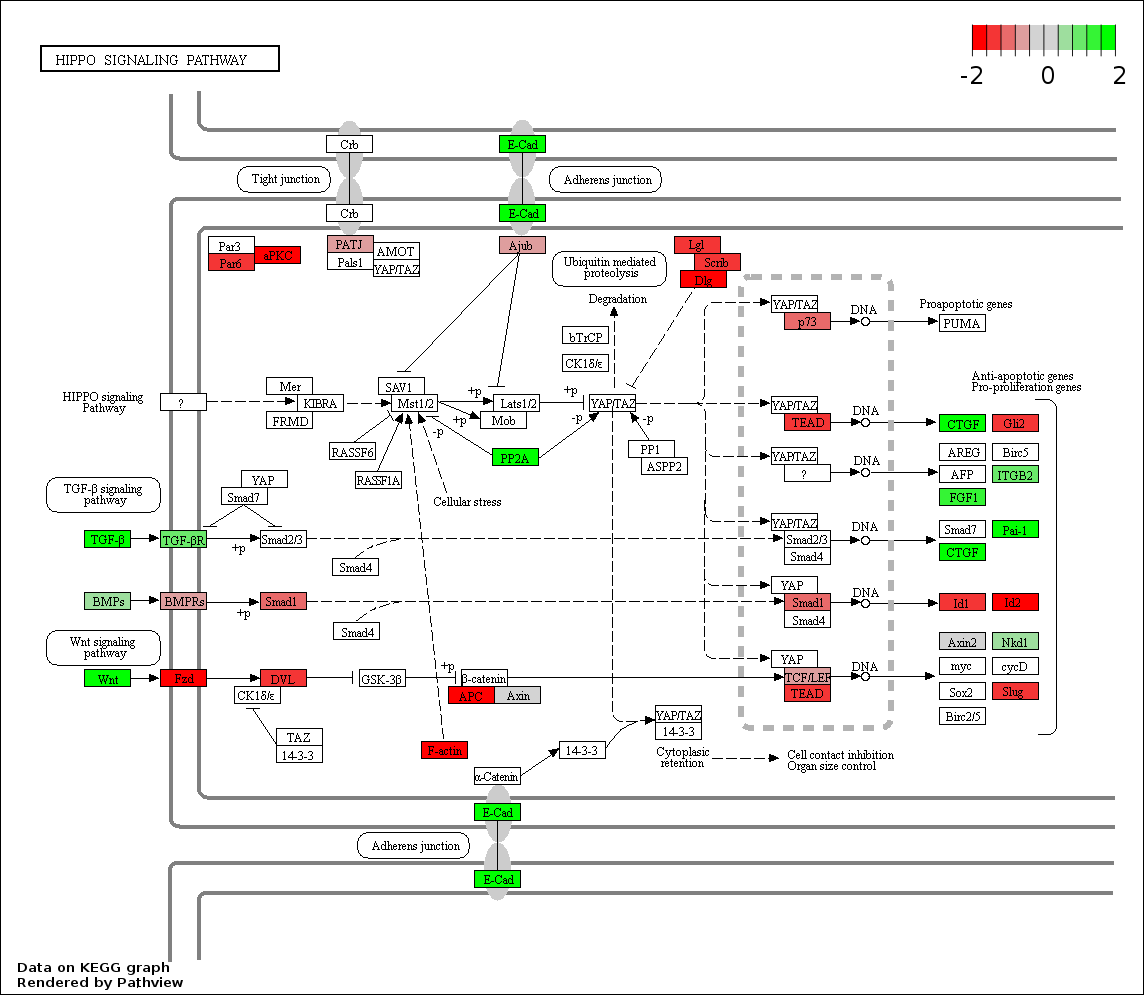
**c**

**d**

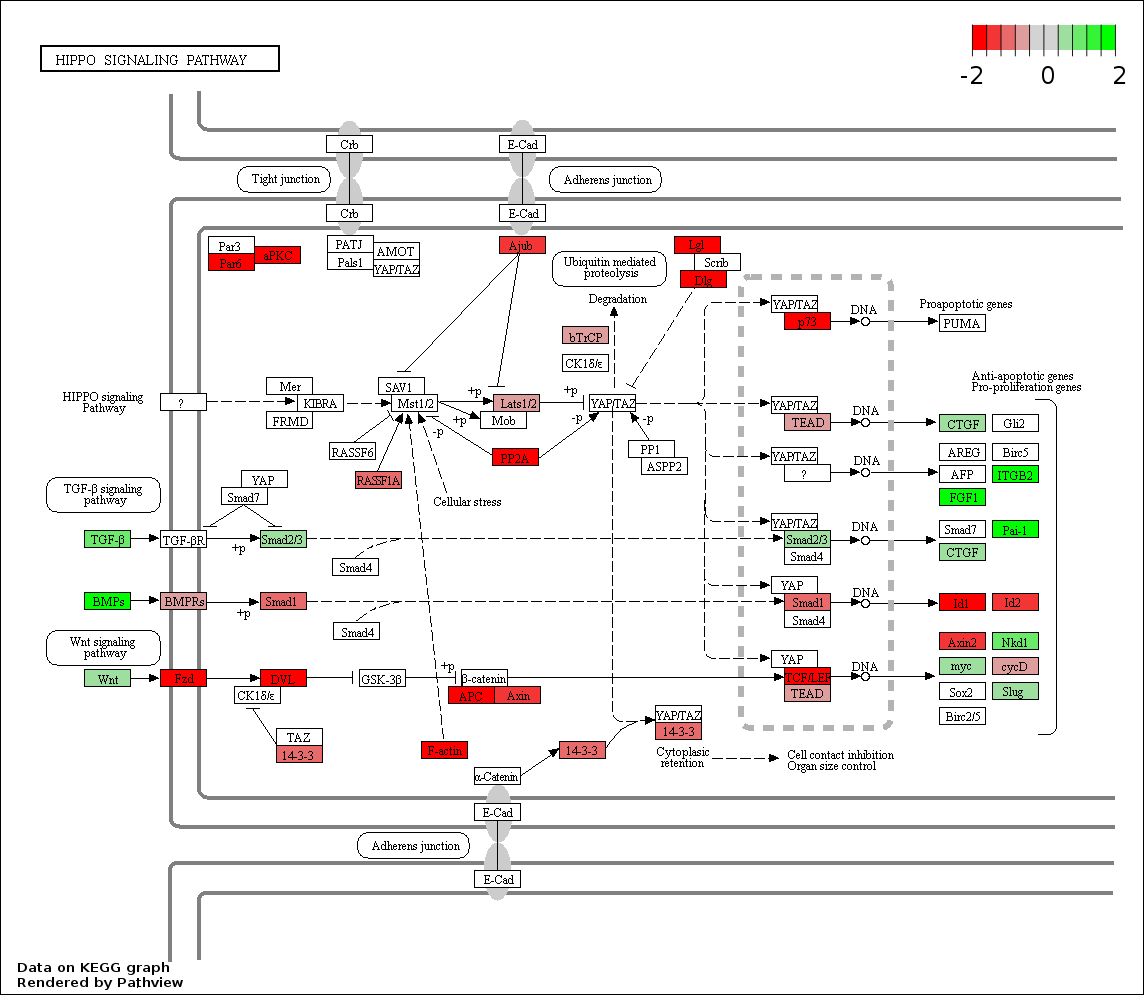

Figure S2. (a, c) Gem-sensitive and (b, d) gem-resistant cell lines for (a, b) Axon guidance and (c, d) Rap1 signalling pathways.

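Among axon guidance genes, the chemokine receptor CXCR4 was Up in both lines at 24 h, at 3.87 in parental and 7.01 in GemMIA-R3 cells in the authors' deposited tables, with a recovered standard error of 2.76 in the latter. NTN4, a netrin, and SLIT3, a ligand of ROBO receptors, stood at 4.04 and 3.24 in parental cells, and RND1, a small GTPase that reduces adhesion, at 4.66 in GemMIA-R3 cells in the authors' deposited tables. In all, 28 axon guidance genes were Up in parental and 17 in GemMIA-R3 cells at 24 h (adjusted p of 0.541 and 0.331, Fisher's exact test). Among Rap1 signalling genes, 25 and 16 were Up (0.861 and 0.0506). GNAQ, a G protein subunit, stood at 3.77 in parental cells, and EGF, the epidermal growth factor, at 2.97 in GemMIA-R3 cells in the authors' deposited tables.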

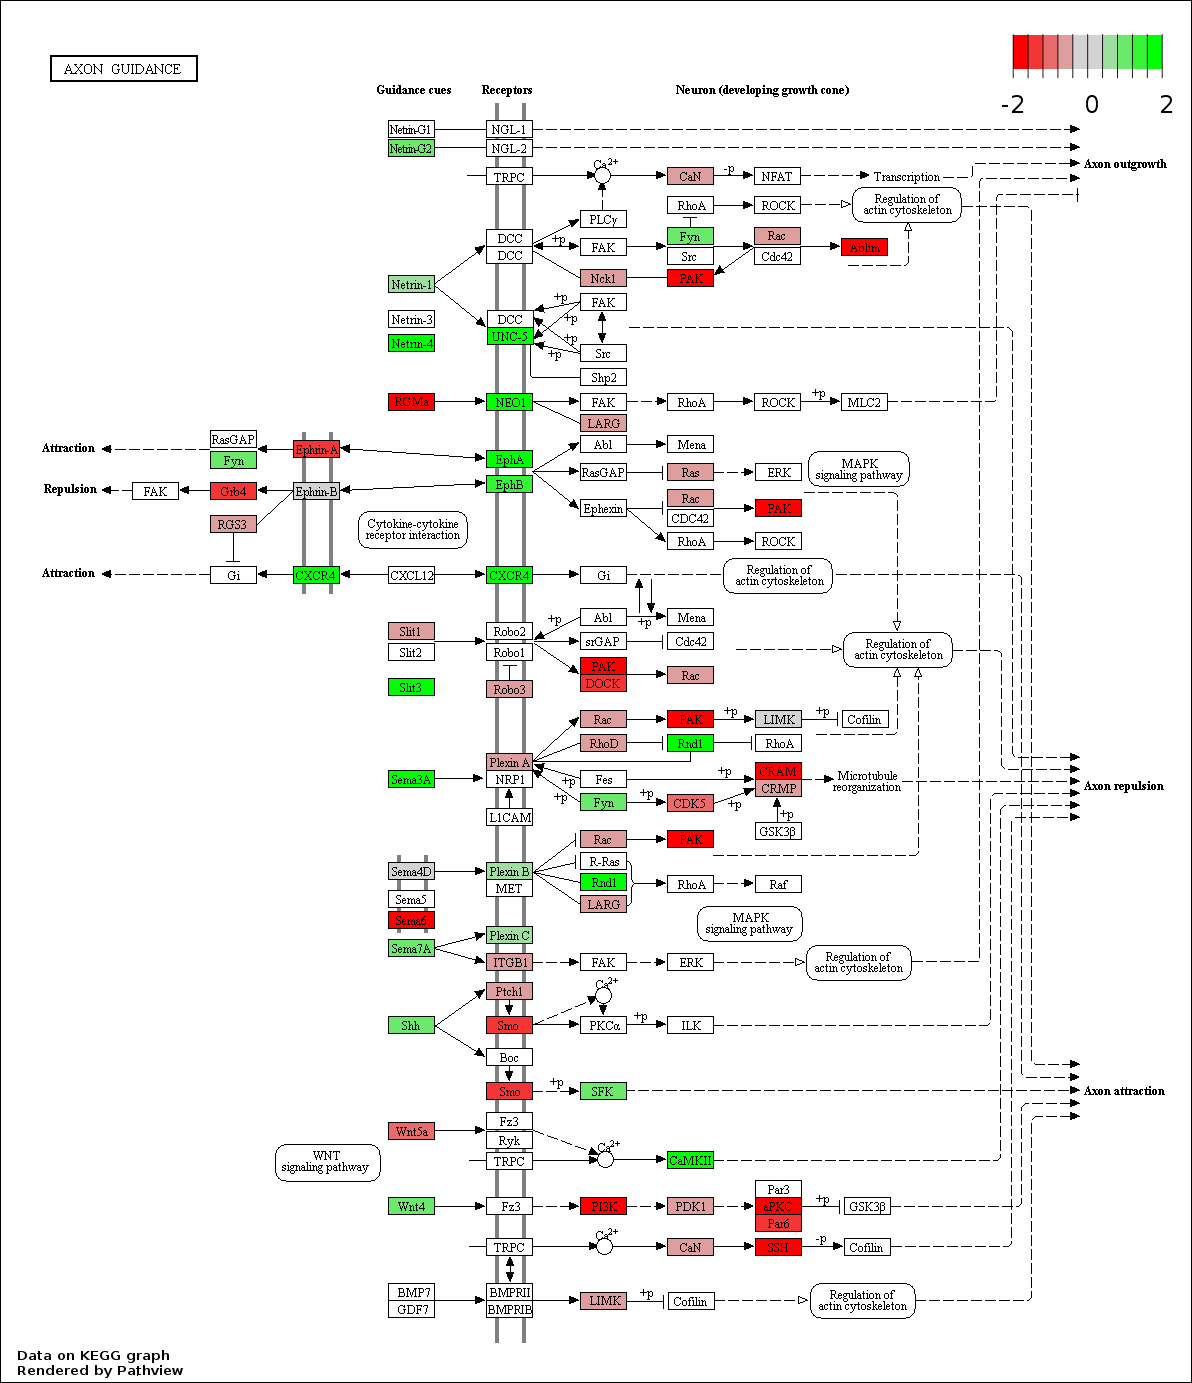
**a**

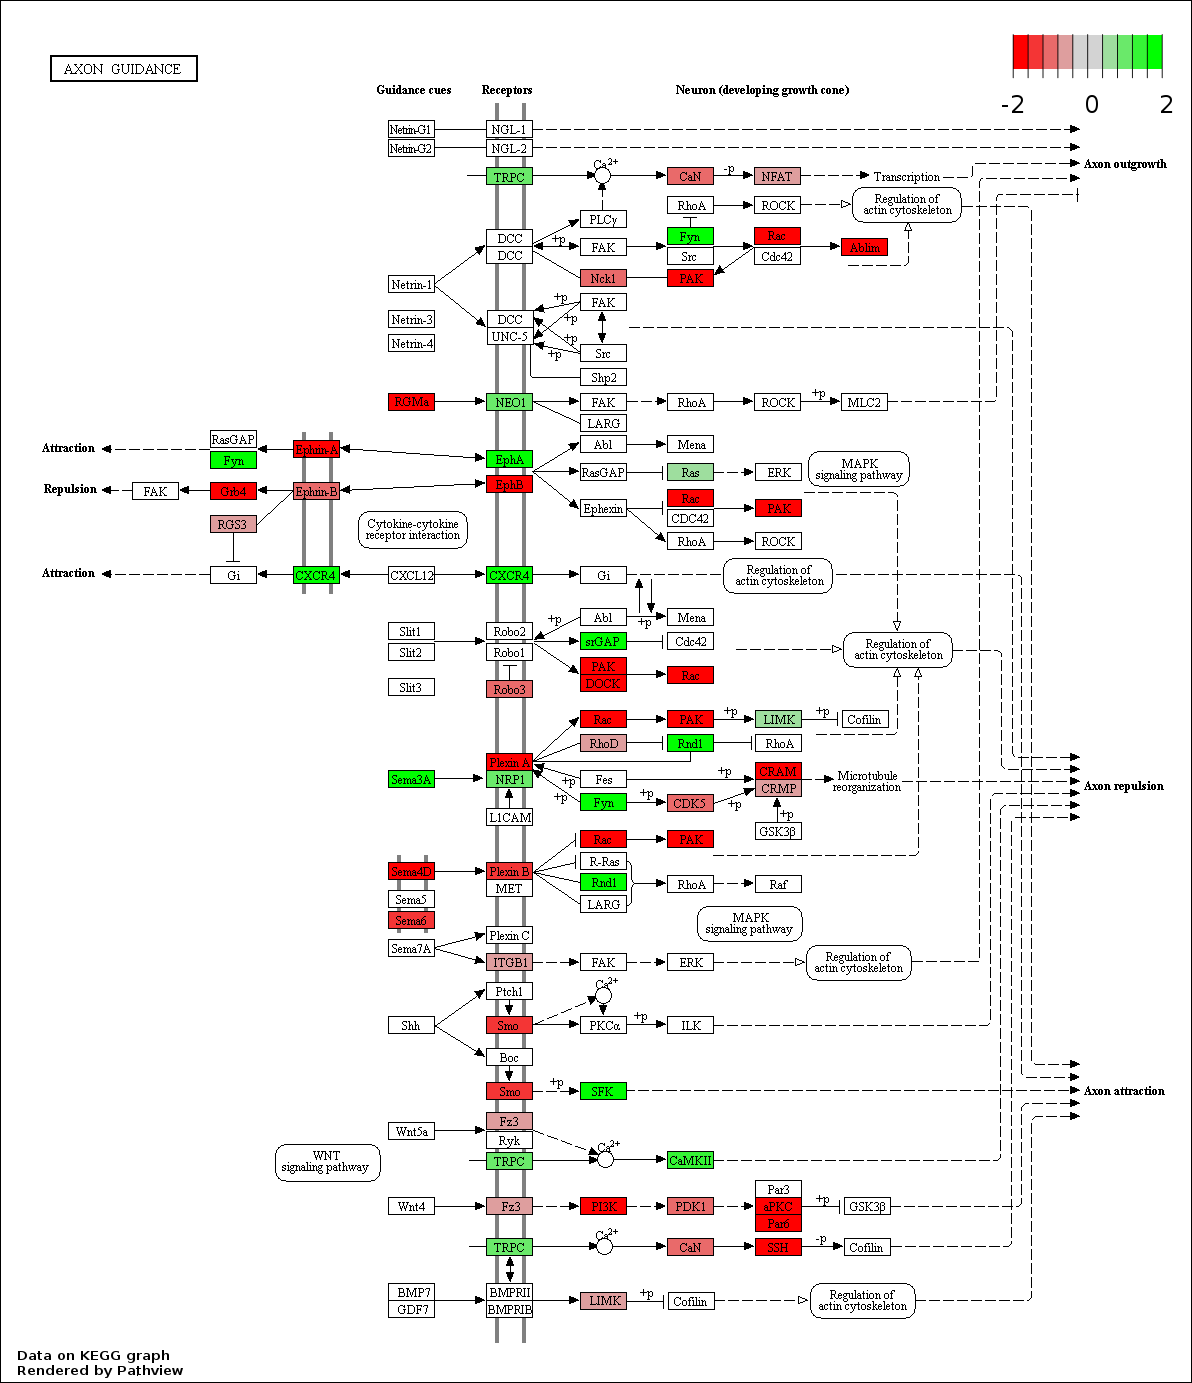
**b**

**c**

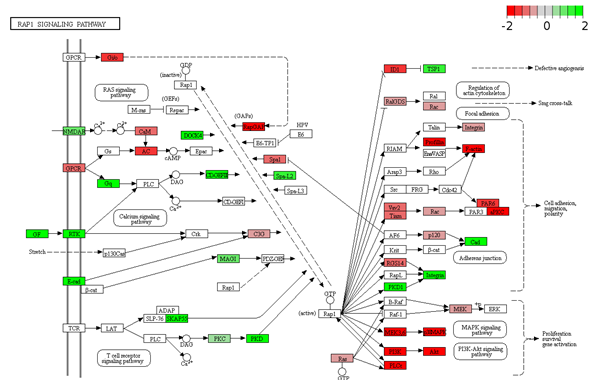

**d**

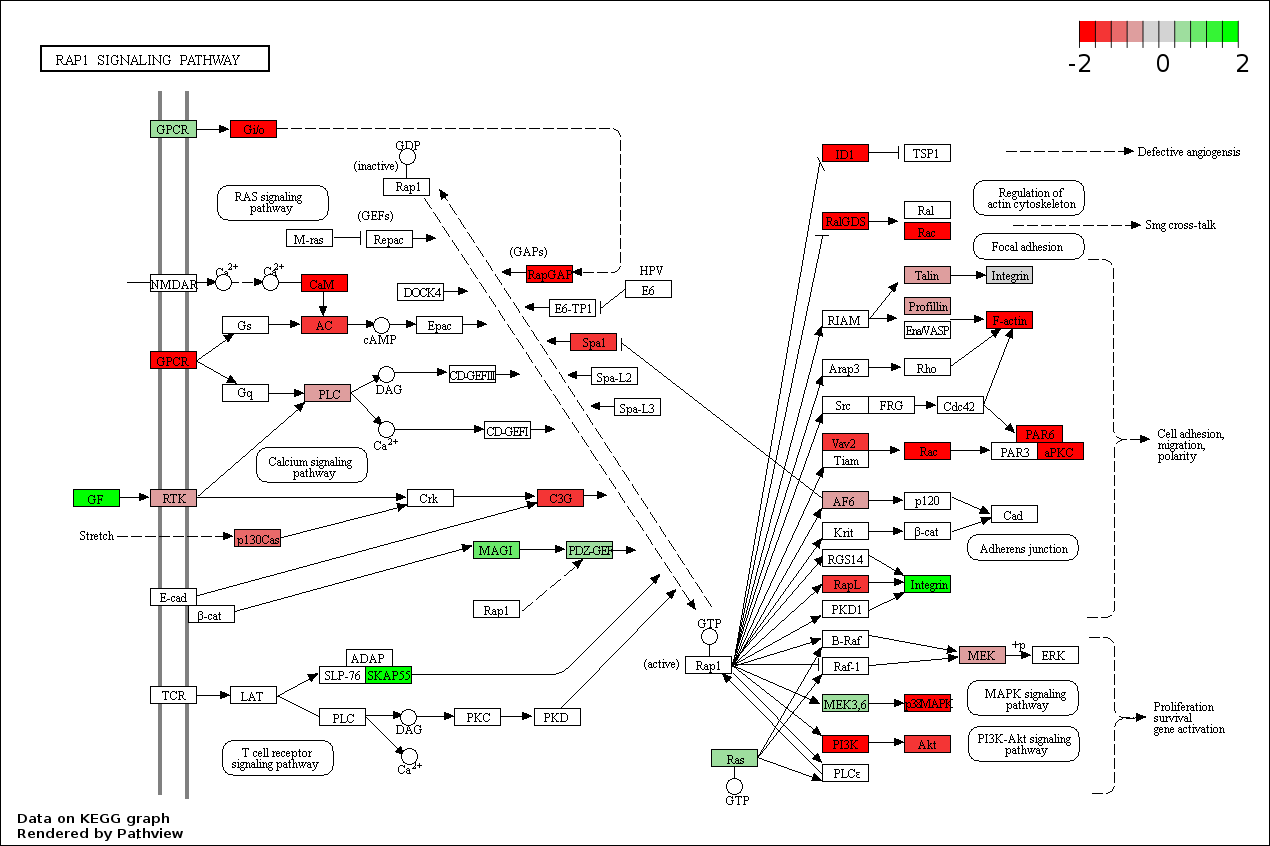

d

How the deposited data were processed for this re-analysis (not part of the article)

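RNA-seq was made from parental MIA PaCa-2 and gemcitabine-resistant GemMIA-R3 cells, in 6 groups of 3 libraries: GemMIA-R3 cells with 400 nM CM03 or without it, and parental cells without it, each at 6 h and 24 h. CM03-treated parental libraries come from the authors' earlier study and were not analysed here; only the authors' comparison tables for them were used. The authors prepared the libraries with unique molecular identifiers and, by the paper's Methods, made reads with bcl2fastq 2.19, trimmed them with Trimmomatic 0.36, aligned them to hg38 with STAR 2.5b, marked duplicates with JE-Suite, counted reads with FeatureCounts 1.4.6p5 and compared groups with SARTools 1.3.2, whose route is not stated. The log2 fold changes in the deposited tables were made by the authors in these comparisons, after a normalization between libraries that is not described further, and how the earlier study made its values is not stated in the paper. The FDR values in the deposited tables are p-values adjusted by the authors over the genes of each table. Columns of 0 and 1 mark the authors' subsets, and the tables of parental cells also give the authors' number of putative quadruplex motifs (PQs) per gene. No counts, means, unadjusted p-values or errors are in the tables, so the depth of each library and the precision it gives could not be stated, and no test per gene of treated against control cells was made here.

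The design written before the data were examined foresaw this case, and the authors' FDR was read at the paper's thresholds: Down, a log2 fold change under -0.5 with an FDR under 0.1; Down strong, -1 or less with an FDR under 0.05; Up and Up strong likewise above 0. The overlap between the lines was counted over genes measured in both tables, with a one-sided Fisher's exact test. Pearson's r, Spearman's rho and the slope by total least squares were computed across genes. For the difference between the lines, each unadjusted p was recovered from the FDR by inverting the Benjamini-Hochberg adjustment at the upper end of the interval each FDR allows, which was chosen after the tables were seen to hold no p-values. The standard error is the size of the log2 fold change divided by the normal quantile of that p, and the difference was tested by a two-sided normal test with Benjamini-Hochberg adjustment at 0.05. Genes with a change under 0.01 in size or an FDR printed as 0 were not tested. On simulated data for 10941 genes at 6 h and 11328 at 24 h, with 200 made different by a log2 of 1, the test recovered 163 and 157, with 8 and 5 false calls. The simulated values had normal noise of the recovered standard errors, which is what the test assumes. They therefore cannot show how it behaves with few libraries per group, another route of the authors' comparison or responses from separate studies. Where comparisons share control libraries, 100 simulations of unchanged groups give the covariance that sharing alone makes, over genes with a standard error of at most 3.

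Gene lists, 36 in number, were written before the data were examined, from textbook knowledge or from the paper's tables, and include markers of other cell types. Each was tested among the Down and the Up genes of each table by a two-sided Fisher's exact test where at least 3 members were measured, with Benjamini-Hochberg adjustment over 350 tests, and by cameraPR of limma 3.58.1 in R 4.3.3 with its preset correlation, over 175 tests. Canonical G4 motifs were counted on both strands of hg38, over each GENCODE release 44 gene and 2000 bases upstream, and genes were split into quartiles by their number. Odds ratios within quartiles of GC content, gene length or motifs per kb are common (Mantel-Haenszel) odds ratios. Genes within 5 Mb of a chromosome end were compared with other genes by Fisher's exact test and by 10000 rotations of the calls along the gene order, and the interval of a median is from 2000 bootstrap draws. Older gene symbols were matched to current ones for positions, and as an alternative for the overlap between the lines. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all else.

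Genes are named by a rule written before the data were examined: every gene the paper names (whose values in the paper's tables had been seen); in each comparison the 8 lowest and 8 highest log2 fold changes of protein-coding genes with an FDR under 0.05; up to 4 called members of each described list with the largest change; and per time the 5 genes with the smallest adjusted p for a difference between the lines in each direction, and the 5 lowest Down strong and highest Up strong genes of both lines. Results of some genes under this rule are not reported here. Other thresholds, centring, gene sets, denominators, tests, motif regions and confounders were tried as alternatives. Alternatives that need counts or values per library (another test or normalization, a filter on low counts, leaving out a replicate, a replicate block) could not be run on these tables. The RT-qPCR, growth and animal data of the paper were not analysed here.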

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

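The tests on chromosome ends, on zinc finger genes by position and on genes within quartiles of GC content and gene length together, and the recovery of p-values behind the differences between the lines, were chosen only after the data were seen; the tests of GC content or gene length alone were planned.

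Differences between the lines in the response to CM03 were flagged by the test of the difference itself, which 2042 genes passed at 6 h and 1978 at 24 h; with the GemMIA-R3 changes divided by the slope between the lines, 493 lower and 397 higher genes are left at 6 h, and line and study are confounded in all of them. At 6 h the firmest were WT1-AS, an antisense transcript of the tumour suppressor WT1, at -7.17 on the log2 scale, MMP14, a membrane-bound matrix protease, at -1.96, CCNE2 at -1.28, TMEM158 at -1.54 and CDK1 at -0.83, all lower in GemMIA-R3 cells, and ATN1, a transcriptional corepressor, at 0.98, the splicing factor SRSF4 at 1.07, SOX12 at 1.28, TFAP2A at 0.88 and NFIC at 1.01, all higher. At 24 h they were TGFB1 at -1.91, CAMK2N1 at -2.93, FSCN1 at -1.76, SEMA3C at -1.48 and NTSR1, a neurotensin receptor, at -1.66, lower in GemMIA-R3 cells, and NEDD4L at 1.22, HDAC9 at 1.15, TXNIP at 1.56, SYT1, a protein of synaptic vesicles, at 1.36 and the phosphatase PTPN14 at 0.95, higher.

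A signal in genes that the paper does not discuss was flagged in zinc finger (ZNF) genes of chromosome 19, of which 81 of 196 (41.3%) were Down in untreated GemMIA-R3 cells, against 9.43% of the other genes of that chromosome (odds ratio 6.76, Fisher's exact p = 9.08e-24). Loss of chromosome segments stays open for some sites. The 64 other genes within 250 kb of a Down strong ZNF gene had a median log2 fold change of -0.248 (bootstrap interval -0.839 to -0.122). It was -0.158 without 16 genes of other zinc finger families, where the Down strong ZNF genes themselves had -6.29. The whole interval lies above the Down strong limit of -1, so a loss shared by most neighbours does not show. Yet 19 of the 64 were Down, and their quartiles were -2.58 and 0.0915. A change of the whole family irrespective of position stays open as well, with an odds ratio of 1.34 outside chromosome 19 (Fisher's exact p = 0.117). Neither was decided, since the neighbours were widely spread and the excess outside chromosome 19 small, and DNA of these cells, which would tell them apart, was not analysed here. An effect of the gemcitabine selection on these genes also stays open, and was not tested.

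The position of genes along chromosomes was flagged as another signal that the paper does not discuss: within 5 Mb of a chromosome end, 20.3% of genes were Down with CM03 in GemMIA-R3 cells at 6 h, against 5.31% of the others (odds ratio 4.55, rotation p = 0.000200, a permutation test), and the odds ratio was 2.87 at 24 h and 2.20 and 2.43 in parental cells at 6 h and 24 h. Of the RT-qPCR panel, 8 of 10 genes, and of Table 4, 7 of 13, lie there, as do 13.1% of all genes. Split into quartiles, neither GC content nor motifs per kb accounted for the whole excess at 24 h in GemMIA-R3 cells. The common odds ratio stayed at 2.24 and 2.27. Differences that remain within a quartile could still contribute, so a larger part of either is not excluded. Within quartiles of GC content the odds ratio fell to 1.49 in parental cells at 6 h, where it was lowest, and to 3.15 in GemMIA-R3 cells at 6 h. With gene length held fixed too, it was 1.36 and 1.89 in parental cells at 6 h and 24 h. In GemMIA-R3 cells it was 2.88 and 2.10. The excess occurred in both lines and at both times of CM03. Without CM03, GemMIA-R3 against parental cells gave 1.39 (Fisher's exact p = 8.87e-07, rotation p = 0.0708, a permutation test). This was 1.29 within quartiles of GC content and 1.24 with gene length too, so a smaller excess without CM03 is not excluded. Up genes were rarer near the ends without CM03, 6.87% against 12.5% (odds ratio 0.516, Fisher's exact p = 3.6e-13), and 0.735 within quartiles of GC content. With CM03 the odds ratio for Up genes was 0.697 and 0.786 in parental cells at 6 h and 24 h. In GemMIA-R3 cells it was 0.801 and 0.556, so fewer Up genes near the ends were not particular to CM03. Features other than GC content, gene length and motif density were not tested, so an effect of CM03 that depends on position stays open as a hypothesis, found on these same data.

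The higher share of Down genes among those rich in G4 motifs was weighed against GC content and gene length, since long and GC-rich genes have more room for motifs. Within quartiles of GC content the common odds ratio at 24 h in GemMIA-R3 cells was 2.06, and within quartiles of gene length 2.62. Split into quartiles, neither alone accounted for the whole excess, though differences that remain within a quartile could still contribute. Held fixed together they left 1.57, and motifs per kb in place of their number, within quartiles of GC content, 1.35, both chosen after the data were seen. The share of a motif effect that acts through G-quadruplexes could not be measured from expression values.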

How the results depend on the processing

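The alternatives on chromosome ends, on the recovered p, on older gene symbols, on the PQs of the deposited tables and on GC content and gene length together were chosen only after the data were seen, and none of them changed the direction or the side of the threshold of a Down result with CM03 by the same test; for Up genes near chromosome ends in GemMIA-R3 CM03 6 h, the odds ratio of 0.801 (Fisher's exact p = 0.108) became 0.738 (0.00583) within 10 Mb in place of 5 Mb. Motifs per kb within quartiles of GC content, also chosen after, ended the results of Up genes rich in motifs in GemMIA-R3 vs parental (1.36 to 1.10), parental CM03 6 h (0.559 to 0.867) and GemMIA-R3 CM03 6 h (0.592 to 0.965). No paired analysis was possible because the tables hold no values per library, so the replicate numbers that the groups share could not be used as a block; for the same reason the alternatives set beforehand for counts (DESeq2 in place of edgeR, other size factors, filters on low counts, a shared dispersion, leaving out each replicate) were not run. Keeping 1 entry per gene symbol removes nothing, since no symbol occurs more than once in a table. Of the main results under an alternative, 238 values were labelled the same, 48 moved, 3 reversed and 1 passed newly. For counts of genes the same means within 1.5 times the main value, and for correlations within the interval of the main value. Only for tests does it mean an unchanged direction and side of the threshold. Shares over another denominator reuse the main test, and 1 entry per symbol changes nothing, so these values were the same by construction. Of single genes and lists, 794 kept direction and side, 112 no longer passed, 26 passed newly and 4 reversed. The reversed directions listed further below outnumber those in this tally. Depth per library is unknown, so the changes it allows to be seen in weakly expressed genes could not be stated.

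Counts of genes depend on the limits by their construction. Without a log2 fold change limit, the down genes and up genes numbered 3236 and 3056 in GemMIA-R3 vs parental, 4757 and 4813 in parental CM03 6 h, 4766 and 4933 in parental CM03 24 h, and 1952 and 1813 in GemMIA-R3 CM03 6 h. With an absolute log2 fold change over 1 they were 1061 and 828, 624 and 902, 782 and 1103, and 276 and 273 in the same order, and 1229 and 1567 in GemMIA-R3 CM03 24 h. With only the genes in all 5 tables, up strong genes fell to 456 and 561 in parental cells at 6 h and 24 h and to 113 and 757 in GemMIA-R3 cells, and up genes in parental cells at 24 h to 1657. With an FDR under 0.01, 407 genes were Up in GemMIA-R3 cells at 6 h.

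The correlation of log2FC rose when fewer genes entered. Over genes with an FDR under 0.1 in either table it was 0.740 for parental and GemMIA-R3, 6 h, 0.789 for parental and GemMIA-R3, 24 h, 0.616 for parental 6 h and 24 h and 0.724 for GemMIA-R3 6 h and 24 h, and over genes with an FDR under 0.1 in both 0.882, 0.883, 0.747 and 0.885. Spearman's rho was 0.683 between the lines at 6 h, 0.542 within parental and 0.641 within GemMIA-R3 cells. Dividing the GemMIA-R3 changes by the slope left 493 genes lower and 397 higher in GemMIA-R3 at 6 h, from 1087 and 955; the cause was not tested.

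The number of gene lists over-represented among Down genes changed with strong subsets from 6 to 3 in GemMIA-R3 vs parental, from 5 to 2 in parental CM03 6 h and from 9 to 3 in parental CM03 24 h, and with the background of genes in all 5 tables to 3 in GemMIA-R3 vs parental; with cameraPR it went from 3 to 1 in GemMIA-R3 CM03 6 h. Gene lists over-represented among Up genes went with strong subsets from 2 to 4 in GemMIA-R3 vs parental (and to 1 with the EASE score), from 4 to 2 in parental CM03 6 h, from 1 to 0 in GemMIA-R3 CM03 6 h and from 3 to 1 in GemMIA-R3 CM03 24 h, and with cameraPR to 3 in GemMIA-R3 CM03 6 h; the cause was not tested.

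These directions reversed, and the cause was not tested. For Up genes rich in motifs in GemMIA-R3 vs parental, the odds ratio of 1.36 became 0.556 with motifs per kb, 0.929 with promoter only and 0.933 within quartiles of gene length. Cytosolic ribosomal proteins were rare among Down genes in parental CM03 24 h (odds ratio 0.273), while cameraPR ranked them down without passing (adjusted p = 0.116). Nuclear-encoded oxidative phosphorylation genes were rare among Up genes in parental CM03 24 h and GemMIA-R3 CM03 24 h (0.119 and 0.165), while cameraPR ranked them up (adjusted p = 0.653 and 0.741). C2H2 zinc finger transcription factors (ZNF prefix) among Up genes of GemMIA-R3 CM03 6 h had an odds ratio of 2.47, and 0.512 with strong subsets. Up lowered by CM03 in GemMIA-R3 cells went to 0.912 with CM03 at 6 h. Down raised by CM03 in GemMIA-R3 cells went to 0.944 with CM03 at 6 h and to 0.945 with other genes of an FDR of at least 0.1, and to 1.78, newly past the threshold, with strong subsets.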

Differences from the paper's values

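All alternatives and tests in this part were set before the data were examined, except the test of the difference between the lines for the RT-qPCR panel and the reading of the EASE score without adjustment, which were chosen after. The paper gives 308 Down strong genes in parental cells alone at 24 h, and 178 were found among genes measured in both lines; counting all genes of both tables gives 307, close to the paper's value, while centring on the median or leaving out the log2 fold change limit does not close the gap. The shares of the called genes that both lines have are given by the paper as 30 to 65%, against 20.9 to 48.9% of all genes called in either line. As a percentage of the shorter list, they were 56.6 to 83.2% over genes measured in both lines and 39.2 to 67.8% over all genes of both tables.

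The paper gives SHH a log2 fold change of 2.5 in GemMIA-R3 against parental cells in its text, while the authors' deposited table and the paper's own Table 4 have 3.50; centring on the median does not close this gap. For the number of PQs, the paper's Table 4 has 4 for CDA, 3 for RRM2, 18 for MAPK12 and 2 for FOXM1, and its Table 3 has 14 for ZNF469. The count of canonical G4 motifs over gene and upstream region gave 7, 34, 38, 5 and 53. The PQs of the authors' deposited tables for these genes are 4, 3, 18, 2 and 13, at or close to the paper's values. Of the deposited PQs, 0 of 13 in Table 4 and 2 of 10 in Table 3 lay outside 1.5 times the paper's values. Counting in promoters only gave 3 for CDA and 3 for FOXM1, within 1.5 times the paper's values, and 0, 6 and 0 for RRM2, MAPK12 and ZNF469, which does not close the gap. For TIGD5 and PIGQ the paper's Table 3 has 12 and 20, and the authors' deposited table has 5 and 13; the count of canonical G4 motifs, 11 and 25, is within 1.5 times the paper's values, and that in promoters only, 6 and 3, is not.

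Statements of the paper on pathways were compared with the gene lists used here, which are not KEGG's, and its threshold is on the EASE p without adjustment. The paper lists Hippo, mTOR, Rap1, MAPK and TNF signalling among the most affected pathways of both lines at 6 h. After adjustment mTOR and MAPK signalling passed in neither line at 6 h, Hippo signalling not in GemMIA-R3 cells and TNF signalling not in parental cells. Without adjustment the EASE p of parental and GemMIA-R3 cells was 0.0342 and 0.0437 for MAPK signalling, which passes in both, 0.0611 and 0.0728 for mTOR signalling, which passes in neither, 0.0515 for Hippo signalling in GemMIA-R3 cells, which does not pass (Fisher's exact p = 0.0392, which does), and 0.0142 for TNF signalling in parental cells, which passes. At 24 h, of the pathways the paper lists, TNF signalling did not pass in parental cells after adjustment and passed without it (EASE p = 0.0201); the lists of axon guidance, mTOR, Rap1, neurotrophin and of insulin, AMPK and ErbB signalling passed in both lines, as Rap1 signalling did at 6 h.

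The paper describes the fall of its RT-qPCR panel as greater in GemMIA-R3 cells throughout. In the RNA-seq values, 7 of 9 panel genes measured in both lines were lower in GemMIA-R3 cells at 24 h, with a median difference of -0.47. At 6 h 3 of 9 were lower, with a median difference of 0.21. By the test between the lines, 2 of them differed at 24 h and 4 at 6 h.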

Other observations

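All tests of this part on chromosomes were chosen only after the result was seen. Interferon-stimulated genes, lower in untreated GemMIA-R3 cells, went both ways with CM03 at 24 h in parental cells, where 13 of 32 were Down and 6 Up (odds ratio 3.40 for Down, adjusted p = 0.00887, Fisher's exact test; 13 Down with the FDR adjusted over the list alone); cameraPR did not pass (adjusted p = 0.656), and Down genes did not pass in GemMIA-R3 cells (4 of 28, 0.714, 0.835). IRF7, a regulator of interferon genes, stood at -1.61 and BST2, which tethers virus particles, at -1.64 in parental cells in the authors' deposited table. Helicases and binding proteins of G-quadruplexes moved down at 24 h by cameraPR in parental and GemMIA-R3 cells (adjusted p of 0.0300 and 0.0431), though the 9 of 37 and 12 of 37 Down members did not pass (adjusted p of 0.488 and 0.182, Fisher's exact test). RTEL1, a helicase that unwinds G-quadruplexes at telomeres, stood at -1.27 and -1.38, while PIF1, another such helicase, was Up at 1.02 and 1.24 in the authors' deposited tables.

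ZNF genes were Up with CM03 more often than other genes at 6 h in parental (110 of 437, odds ratio 1.75, adjusted p = 5.43e-05, Fisher's exact test) and GemMIA-R3 cells (39 of 350, 6.12e-05), and at 24 h in GemMIA-R3 cells (122 of 362, 2.04, 1.49e-07), while with strong subsets the odds ratios were 1.21, 0.512 and 1.16, none past the threshold, and cameraPR passed in none of these (adjusted p of 0.252, 0.260 and 0.0508). ZNF827, which acts at telomeres, stood at 4.91 at 24 h in GemMIA-R3 cells in the authors' deposited table. Of p53 target genes, 8 of 31 were Up at 6 h in parental cells (adjusted p = 0.355, Fisher's exact test; 0.0341 by cameraPR), with GDF15, a stress-induced cytokine, at 2.86 and CDKN1A, an inhibitor of cyclin-dependent kinases, at 2.07 in the authors' deposited table. Among DNA repair genes, 16 of 77 were Down in parental and 20 of 77 in GemMIA-R3 cells at 24 h (adjusted p of 0.595 and 0.340, Fisher's exact test), among them RBBP8, which starts the resection of DNA ends, at -1.01 and -1.21 in the authors' deposited tables.

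Of the RT-qPCR panel, which the study chose, 8 of 10 genes were Down at 6 h and 9 at 24 h in parental cells, and 8 and 7 of 9 in GemMIA-R3 cells, so the counts are not independent evidence. In GemMIA-R3 cells at 24 h the highest panel value was -0.172, short of the Down limit. A larger fall in the panel also missed Down there, by its FDR, so a low value alone does not make a gene Down. In parental and GemMIA-R3 cells at 24 h the values in the authors' deposited tables were -2.86 and -3.32 for CBFA2T3, -2.19 and -3.35 for ZNF469, -2.09 and -1.70 for AATK, -3.63 and -3.60 for PIGQ, -2.44 and -3.58 for BRSK2, and -1.19 and -2.37 for TP73, while TIGD5 stood at -2.68 in parental cells and has no value in GemMIA-R3 cells. BRSK2 and TP73 differed between the lines, by -1.14 and -1.18 (adjusted p of 0.00131 and 0.00965). TUBB, a reference gene beside ACTB, stood at -0.88 in parental cells (FDR = 1.29e-208) and -0.65 in GemMIA-R3 cells (FDR = 0.720), and GAPDH at -0.11 and -0.41, in the authors' deposited tables.

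In untreated GemMIA-R3 against parental cells, chromosomes 5, 9, 10, 14 and 20 had a median log2 fold change of -0.2 or less. They held 800 of 2103 Down genes with a position (38.0%). There 31.8% of genes were Down against 11.9% elsewhere, which follows in part from choosing these chromosomes by the same values. This was not tested further.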
